# Re-Expression of Tafazzin Isoforms in TAZ-Deficient C6 Glioma Cells Restores Cardiolipin Composition but Not Proliferation Rate and Alterations in Gene Expression

**DOI:** 10.3389/fgene.2022.931017

**Published:** 2022-07-25

**Authors:** Gayatri Jagirdar, Matthias Elsner, Christian Scharf, Stefan Simm, Katrin Borucki, Daniela Peter, Michael Lalk, Karen Methling, Michael Linnebacher, Mathias Krohn, Carmen Wolke, Uwe Lendeckel

**Keywords:** Barth syndrome, cardiolipin, cellular proliferation, gene expression, tafazzin, Barth syndrome (BTHS)

## Abstract

Tafazzin—an acyltransferase—is involved in cardiolipin (CL) remodeling. CL is associated with mitochondrial function, structure and more recently with cell proliferation. Various tafazzin isoforms exist in humans. The role of these isoforms in cardiolipin remodeling is unknown. Aim of this study was to investigate if specific isoforms like Δ5 can restore the wild type phenotype with respect to CL composition, cellular proliferation and gene expression profile. In addition, we aimed to determine the molecular mechanism by which tafazzin can modulate gene expression by applying promoter analysis and (Ingenuity Pathway Analyis) IPA to genes regulated by TAZ-deficiency. Expression of Δ5 and rat full length TAZ in C6-TAZ- cells could fully restore CL composition and—as proven for Δ5—this is naturally associated with restoration of mitochondrial respiration. A similar restoration of CL-composition could not be observed after re-expression of an enzymatically dead full-length rat TAZ (H69L; TAZMut). Re-expression of only rat full length TAZ could restore proliferation rate. Surprisingly, the Δ5 variant failed to restore wild-type proliferation. Further, as expected, re-expression of the TAZMut variant completely failed to reverse the gene expression changes, whereas re-expression of the TAZ-FL variant largely did so and the Δ5 variant to somewhat less extent. Very likely TAZ-deficiency provokes substantial long-lasting changes in cellular lipid metabolism which contribute to changes in proliferation and gene expression, and are not or only very slowly reversible.

## Introduction

The mitochondrial phospholipid cardiolipin (CL) has been linked to mitochondrial and cellular functions and to mitochondrial energy metabolism in particular. Accumulating evidence points to the existence of an association of the composition of CL with cellular proliferation (Schild et al., 2012; Murke et al., 2016; Ohlig et al., 2018; Gurtler et al., 2019). Although such a correlation could be demonstrated for several cell types, evidence for a causal relationship remains obscure.

CL composition shows a high degree of tissue and organ specificity (Schlame and Greenberg, 2017) and has been linked with a broad variety of cellular characteristics and, in particular, with mitochondrial structure and properties like mitochondrial membrane fluidity and cellular elasticity (Gurtler et al., 2019), oxidative phosphorylation (Raja and Greenberg, 2014), electron flow along respiratory chain complexes and electron leakage (Pfeiffer et al., 2003), regulation of the intrinsic pathway of apoptosis (McMillin and Dowhan, 2002), and mitochondrial fission and fusion (Frohman, 2015).

Recently, substantial alterations in CL composition could be forced by either supplementation of fatty acids or knock-out of the phospholipid remodeling enzyme, tafazzin (TAZ), respectively (Schild et al., 2020). Most notably, under the conditions applied, the effects on proliferation of C6 glioma cells appeared to be independent of CL composition (Gurtler et al., 2019).

The composition of molecular lipid species including CL is subject of change and constantly requires adaptation in response to physiological stimuli or pathophysiological conditions to meet metabolic and other cellular requirements (Kimura et al., 2016). The availability of fatty acids, whether free or bound in other cellular phospholipids, for CL *de novo* biosynthesis has been recognized as the most important factor for establishing CL composition in recent years (Oemer et al., 2020; Oemer et al., 2021; Oemer et al., 2022).

Tafazzin is an acyltransferase with key function in CL remodeling. Indeed, it is the most efficient remodeling system for CL (Ye et al., 2016). It mediates the exchange of fatty acids between cellular phospholipids and mono-lyso-phospholipids that may result from oxidative stress (Ye et al., 2016). However, it is not known if remodeling is the only function of tafazzin (Schlame, 2013). The tafazzin gene is mutated in patients with Barth syndrome, a genetic disorder associated with changes in CL composition and in the mono-lyso-CL/CL ratio, cardiomyopathy, skeletal muscle weakness, impaired mitochondrial structure and function, and neutropenia (Clarke et al., 2013). A tafazzin knock-out mouse model developed a heart and muscle phenotype similar to what is typically observed in Barth patients (Wang et al., 2020). Furthermore, knock-down and knock-out of tafazzin in rat C6 provoked similar changes in CL composition, mitochondrial respiration (oxidative phosphorylation, OXPHOS), mitochondrial morphology and ultrastructure, and is associated with decreased cell proliferation (Murke et al., 2016; Ohlig et al., 2018; Gurtler et al., 2019; Schild et al., 2020) as observed in Barth patients. Knock-down of tafazzin has been shown to affect cell cycle progression in neonatal ventricular fibroblasts (He et al., 2013). This mechanism very likely contributes to myopathy in Barth syndrome (Clarke et al., 2013). Recently, the overexpression or knock-down of TAZ, respectively, has been associated with alterations in proliferation of cervical cancer cells (Chen et al., 2017).

In addition to the full length human tafazzin gene comprising 11 exons four alternatively spliced transcripts variants are known to be expressed (Vaz et al., 2003). Until now, it is not established if these variants have redundant functionality in CL remodelling or contain additional differing functionalities. At least human full length (FL) tafazzin and the TAZ principle variant lacking exon 5 (Δ5) exhibit transacylase activity and, thus, have been shown to restore cardiolipin composition, mitochondrial respiration in tafazzin-deficient *D. melanogaster* (Xu et al., 2009).

Tafazzin-deficient C6 cells, C6-TAZ, have been extensively characterized before (Ohlig et al., 2018; Gürtler et al., 2019; Schild et al., 2020) with respect to CL composition, mitochondrial respiration, structure and membrane fluidity, and cell proliferation. Extending these findings, the results of this study additionally show massive changes in gene expression that occur in C6 cells in response to knock-out of tafazzin. Differential gene expression was verified and regulated genes were subjected to promoter and IPA analyses to identify possible underlying mechanisms. To what extent the different tafazzin isoforms are capable of reversing the effects of tafazzin knock-out in rat C6 glioma cells is not known and should be investigated in the present study. To this end, we (re-)expressed in tafazzin-deficient C6 cells the originally contained and deleted in C6 cells rat full length tafazzin, the human isoform lacking exon 5 (Δ5) and an enzymatically dead mutant (H69L) full length tafazzin and subsequently studied their impact on CL-composition, cell proliferation, and differential gene expression.

## Materials and Methods

### Cells

Rat C6 glioma cells (hereafter referred to as C6) were obtained from DSMZ (Braunschweig, Germany). Tafazzin (TAZ) was knocked out in C6 cells (C6 TAZ) using the CRISPR-Cas9 system as previously described (Gürtler et al., 2019).

### Stable (Re-)Expression of Tafazzin Variants in C6 and C6 TAZ Cells

Human tafazzin gene lacking exon 5 (Δ5) was kindly provided by Prof. Michael Schlame, NYU Medical center. The pCDNA 3.1 vector was linearized with restriction enzyme BglII (New England Biolab, United States) and the TAZ-gene containing fragment (6,217 bp) was used to transfect C6 and C6 TAZ cells using lipofectamine 2000 (Thermo Fisher Scientific, Waltham, United States).

cDNA encoding for rat wild-type tafazzin (accession #NM_001025748) and an enzymatically inactive variant of rat full-length tafazzin (H69L) were synthesized and cloned into XhoI/XbaI sites of the lentiviral transfer plasmid pLVX-IRES-Neo (Takara Bio Europe, Saint-Germain-en-Laye, France) as part of the gene synthesis service of BioCat (Heidelberg, Germany). Plasmid was cut using restriction enzymes NheI and EcoNI (New England Biolab, United States). Later, the fragment of plasmid with tafazzin gene (5,365 bp) was transfected in C6 and C6 TAZ cells using lipofectamine 2000. Stably transfected cells were selected with 1 mg/ml G 418 Geneticin (PAN Biotech, GmbH, Aidenbach, Germany) over a period of 14 days. All cells were maintained in DMEM medium supplemented with 3% fetal calf serum (FCS), 1% penicillin and streptomycin (cell culture medium) at 37°C with 5% CO_2_, and passaged every 2–3 days.

#### Cardiolipin Analysis

Extraction of lipids and CL analysis was performed as recently described (Ohlig et al., 2018; Gurtler et al., 2019). Similar to our previous study, we analysed (C18:2)3-CL as the representative of mono-lyso-CL (MLCL) and (C18:2)3-hydroxy-linolyl CL as indication for CL oxidation.

#### Extraction and HPLC-MS/MS Measurement of Oxylipins

Cell lysis and extraction of lipid mediators was performed as previously described (Schultz et al., 2020). In brief, internal standards were added and the cells were lysed using FastPrepTM lysing matrix D and a FastPrepTM homogenizer. Lysing cycle was repeated after a washing step. Combined supernatants were used for an alkaline hydrolysis followed by a solid-phase extraction.

Samples were measured with an Agilent^®^ HPLC system (1200), coupled to an Agilent^®^ 6460 Triple quadrupole mass spectrometer with a Jetstream ionization source using a dynamic multiple reaction monitoring (dMRM) method. Chromatographic and MS parameters are referred to in (Schultz et al., 2020). Data analysis was performed with Agilent Mass Hunter Qualitative and Quantitative Analysis software (version B.08.00 for both). For all detected oxylipins, a relative quantification was done by normalizing the area of the metabolite signal to the area of the signal of the internal standard compound (relative amount). 12-HETE-d8 was the internal standard for HETEs, EETs, HEPEs and HDHAs, and 13-HODE-d4 for HODEs, and 13-HOTrE. All relative amounts of the oxylipins were normalized to the cell number (10^6^ cells per sample).

#### Microarray Expression Analysis

Transcriptome analyses were performed using the Affymetrix GeneTitan Multi-Channel platform with Clarion S rat microarray and GeneChip WT Plus kit (Affymetrix Inc., Santa Clara, VA, United States). Expression profiling was done with pooled RNA from three independent biological replicates each of wild type C6 and tafazzin-deficient C6-TAZ cells. Total cellular RNA was isolated according to manufacturer’s protocol (Analytikjena RNA isolation kit, Jena, Germany) 1 µg RNA input was taken for gene expression analysis. Data were analysed as described (Bukowska et al., 2012). Significant differences in gene expression were identified using the following cut-off criteria: one-way analysis of variance with subsequent Benjamini and Hochberg false discovery rate multiple-testing correction on pair-wise comparisons, (ANOVA, *p* 0.05), signal correction statistics (ratio builder, *p* < 0.05), and fold-change 1.5-fold (for a complete list of significantly regulated genes, see Online Supplementary Table S1).

### Transcription Factor Binding Site Detection

For the TF binding site analysis we used the tool Ciiider (Gearing et al., 2019) to identify common TF binding sites in the detected up- and/or down-regulated genes from the Microarray expression analysis. Furthermore, we used the tool to search for common TF binding profiles in the specific Cholesterol pathway as well as for PPARG solely. Therefore, we downloaded the reference fasta and gtf files of *Rattus norvegicus* from the Ensembl database (Yates et al., 2020) and the JASPAR2020_CORE_vertebrates database (Castro-Mondragon et al., 2022) of TF binding profiles. For the analysis we used 1,500 nt cut-off for upstream and 500 nt cut-off for downstream sequences. The deficit cut-off was set to 0.15 for all analyses. To exclude unspecific TF binding profiles in the up- and downregulated gene lists we used a background gene list consisting of the non-affected genes in the microarray expression analysis (foldchange between 1 and +1). The performed enrichment analysis used a coverage *p*-value below 0.05 and a site *p*-value of 1.0 (for a complete list of significantly regulated genes, see Online Supplementary Table S1).

### In Silico-Pathway- and Functional Analysis of Microarray Data

In-silico-pathway- and functional analysis of differentially expressed genes was carried out using the commercial systems biology-oriented package Ingenuity Pathways Analysis (QIAGEN Inc., https://digitalinsights.qiagen.com/IPA) using the annotation details provided by Couture et al. (Couture et al., 2009) with their corresponding gene identifiers and expression values.

### Reverse Transcription Quantitative PCR

PCR Reverse transcription quantitative PCR (RT-qPCR) was applied to validate selected candidate genes that were identified as differently expressed in the microarray analyses C6 vs. C6-TAZ). Reactions were performed as previously described (Chilukoti et al., 2013; Chilukoti et al., 2015). Quantities of RPL13a mRNA were used to normalize cDNA contents. The specific primers applied are listed in Table 1.

**TABLE 1:** List of primers used in the study.

Gene	Upstream	Downstream
rPLP1	GCC CTG ACT GTT GTA TGG CT	AGG GAA ACT AGT GTG GCT GC
rCXCL1	CTG CAC CCA AAC CGA AGT CA	GAC GCC ATC GGT GCA ATC TA
rCPE	ACC TCC CTG TCG CAA GAA TG	CCA TCC TTA GCC GAG GTG AC
rDPP7	GGG GAG CAC ATC ACC TAG AC	GAA GGC TGC TAC TTA GGC CC
rPPARG	TCA AAG TAG AGC CTG CGT CC	TGG CAT TGT GAG ACA TCC CC
rCPM	CGA GGC AAG ATT GAC CCA GT	CAG CTC GTT TCC TTT CAC GC
rMVK	TCA TGG TGT GGT CGG AAC TG	GGT ACT TCG TGG GAC CTT GG
rENPEP	CCT CAC ATC CGG TGG TTG TC	TGG GTG ACG TTC TGC TTT CC
rSC5D	GAC CCT GGC AGC ACT GTA AT	GGT CGG CTT TCC TGG CTA AT
rHMGCR	TAG AGA TCG GAA CCG TGG GT	GCC CGT GTT TCA GTC CAG TA
rHSD17B7	CTG ACC AAA TAC TTG AGC GGC	TAG GAG GAG AGA TCA TCA TGG C
rCRLS1	GCA TTC ACT ACA GCT GCG TC	GCT GAA CAC CAA GAT CGG GA
rIL6	TCA TTC TGT CTC GAG CCC AC	GTC TCC TCT CCG GAC TTG TG
rILa	AGT GGA ACC AGC CCG ACA TA	TAT CCT ACC CAT CCG GCA CT
RPLP13a	CTG GTA CTT CCA CCC GAC CTC	GGA TCC CTC CAC CCT ATG ACA

### Western Blot

C6 (w/o Δ5 or FL or Mut) and C6 TAZ (w/o Δ5 or FL or Mut) cells were lysed in RIPA lysis buffer (50 mM Tris HCl pH 7.5, 5 mM EDTA, 100 mM NaCl, 0.5% Triton, 10% glycerol, 10 mM K_2_HPO4 0.5% NP-40) 0.5% pre-warmed DOC (deoxycholic acid), 1 mM NaVO_3_, 20 mM NaF, 0.1 mM PMSF, 20 mM glycerol-2-phosphate, 0.5% Tween 20, and 0.5% SDS) supplemented with a 1x protease-inhibitor cocktail (Roche Diagnostics GmbH, Mannheim, Germany) on ice for 45–60 min. After centrifugation for 30 min at 17,000 g at 4°C, the protein concentration in the lysates was determined by Bradford method. 40 μg of protein lysate was then separated by SDS-PAGE and transferred to a nitrocellulose membrane, followed by blocking with 1x non-protein solution, Roti (Carl Roth GmbH Karlsruhe, Germany) for 1 h, at RT. After washing three times with Tris-buffered saline with 0.1% Tween 20 (TBST), the membrane was incubated with primary mouse anti-tafazzin antibody (Santa Cruz Biotechnology, 1:1000 in TBST, 5% BSA, and 0.03% NaN3) at 4°C overnight, followed by secondary anti-mouse antibody conjugated with horseradish peroxidase (Cell Signaling technology, 1: 10,000 in non-protein blocking solution, 1 h, 20°C). RPLP0 was used as a loading control (1:2000 in TBST, 5% BSA at 4°C overnight; Lifespan Biosciences) conjugated with horse radish peroxidase anti rabbit secondary antibody (1:10000 in1x non-protein solution, 1 h, RT; Cell signalling). The chemiluminescence signal was detected by West Dura substrate (Pierce, Rockford, United States).

### Proliferation Assay

Proliferation of cells was performed by DAPI staining as described by (Ligasova and Koberna, 2019). Briefly, 800 C6 (w/o Δ5 or FL or Mut) and 800 C6 TAZ (w/o Δ5 or FL or Mut) cells were seeded per well of a 96 well plate. After incubation at 37°C and 5% CO_2_ for 96 h, the medium was aspirated, cells were fixed with 70% ethanol for 10 min at RT, and air-dried for 30 min. Cells were then incubated with 100 µl of 7.5 μM DAPI (Roth, Karlsruhe, Germany) in 150 mm NaCl and 20 mm Tris HCl pH 7.0 with constant shaking at 300 rpm for 30 min. Afterwards, cells were washed three times with 200 μl of washing buffer (2 mM CuSO_4_, 0.5 M NaCl, 20 mm citrate buffer pH 5.0, and 0.2% Tween 20) for 2 min each followed by rinsing with 100 μl of stabilization buffer (20 mm Tris HCl and 150 mm NaCl) to maintain the pH at 7.0, approximately. The stabilization buffer was then replaced by 120 μl of elution buffer (20 mm Tris HCl pH 7.0 and 2% SDS) and the plate was incubated at RT with constant shaking (300 rpm) for 15 min. Finally, 100 μl of the elution lysate were transferred to a clean black 96 well plate (Greiner Bio-one GmbH, Germany), and fluorescence intensity (RFI) was measured at 470/570 nm wavelength using a plate reader (Infinite F200 Microplate reader, Tecan).

### Senescence Associated β-Galactosidase Staining

Senescent cells were determined using Senescence β-galactosidase staining kit according to manufacturer protocol (Cell signalling Technology). Briefly, C6 and C6 TAZ cells were seeded in a 6 well plate at a density of 0.3 and 0.6 M cells. After incubation at 37°C and 5% CO_2_ the growth media was aspirated and rinsed one time with 1× PBS. Later, cells were fixed with 1 ml of 1× fixative solution (dilute 10× fixative solution in distilled water). After fixation rinse again 2 times with 1× PBS. Further, stain the cells with 1 ml of β galactosidase staining solution pH 6.0 (930 µl of 1× staining solution, 10 µl of 100 × solution A, 10 µl of 100 × solution B, 10 µl 20 mg/ml X-gal stock solution) and incubate overnight at 37°C. Finally, after 24 h β-gal positive cells were seen under the microscope.

### Cellular Cholesterol Content

The cholesterol content of the different C6 cell populations has been determined by means of the Cholesterol/Cholesteryl Ester Assay-Kit (ab102515, abcam) exactly following the recommended protocol.

### Statistical Analysis

Statistical analysis was performed using Graph Pad Prism 8 (GraphPad Inc., La Jolla United States). Data is shown as box plot with median, quartile and interquartile range. Comparison of two groups was performed using unpaired *t* test. *p* < 0.05 is considered to show significant changes.

## Results

### TAZ Deficiency Alters Oxylipin Profiles

It is well established that tafazzin-deficiency alters cardiolipin composition in patients and various experimental models (Joshi et al., 2009; Lu et al., 2016; Pu, 2022). This applies also to C6 rat glioma cells where the knock-out of tafazzin has been shown previously to alter CL composition and, consequently, to compromise mitochondrial respiration, and cellular proliferation (Murke et al., 2016; Ohlig et al., 2018; Gurtler et al., 2019; Schild et al., 2020). Alterations of the cellular lipid profile that arise from tafazzin-deficiency are not limited to the cardiolipin composition, but also relate to fatty acids, for example, be they free or bound, e.g., to other phospholipids. We show here, that the knock-out of tafazzin in C6 cells is associated with the dysregulation of another class of cellular lipids, namely the oxylipins. In C6-TAZ cells we measured higher amounts of 15-HETE [C6-TAZ: 1.52 (1.40; 1.88) vs. C6: 1.00 (0.96; 1.28); *p* = 0.0076], 5-HETE [C6-TAZ: 1.28 (1.18; 1.61) vs. C6: 1.00 (0.79; 1.04); *p* = 0.0175], 8,9 EET [C6-TAZ: 2,14 (1,80; 2.35) vs. C6: 1.00 (0.85; 1.22); *p* = 0.0006], 14,15 EET [C6-TAZ: 1.92 (1.60; 1.92) vs. C6: 1.00 (0.99; 1.23); *p* = 0.0023], and 5,6 EET [C6-TAZ: 2.63 (1.98; 2.96) vs. C6: 1.00 (0.84; 1.24); *p* = 0.0012] (Figure 1).

**FIGURE 1:**
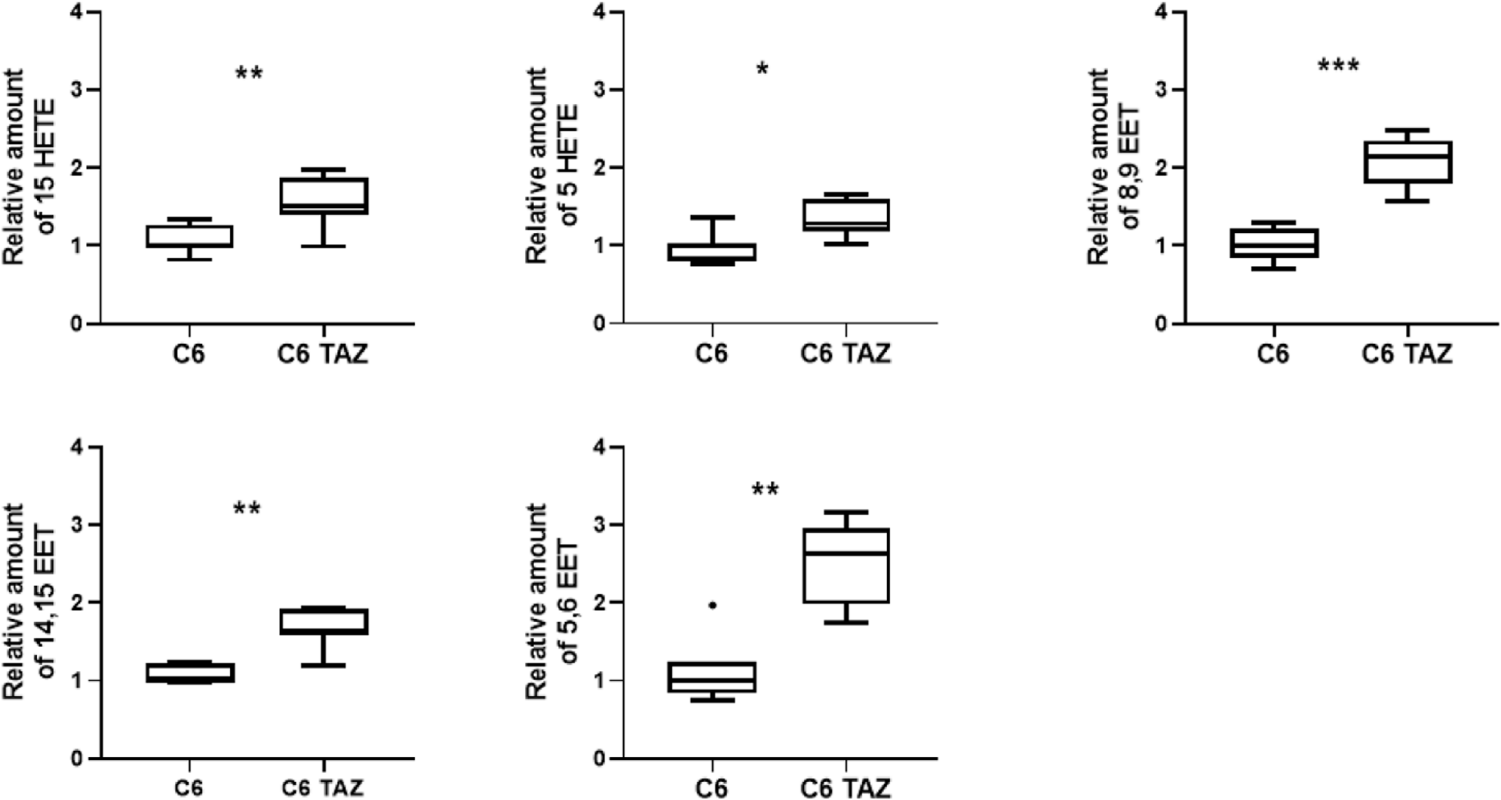
Tafazzin deficiency alters oxylipin levels in C6 cells: Effect of tafazzin knockout on cellular lipids, oxylipinswas determined by HPLC-MS/MS. The Data analysis was performed with Agilent Mass Hunter Qualitative and Quantitative Analysis software (version B.08.00 for both). For all detected oxylipins, a relative quantification was done by normalizing the area of the metabolite signal to the area of the signal of the internal standard compound (relative amount). Data is represented as median,quartile and interquartile range for *n* = 4.

### TAZ Deficiency Alters Gene Expression

In this study, the unexpected finding is reported that TAZ deficiency also provokes substantial alterations in gene expression in rat glioma C6 cells. By applying RNA microarray analysis, gene expression of wild-type and tafazzin-deficient C6 cells was compared.

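Tafazzin (Taz), the acyltransferase that was knocked out, had a log2 signal of 10.34 in the C6 array and 9.84 in the C6 TAZ array. This is a log2 difference of −0.50, or 1.41-fold lower in the C6 TAZ array. The knock-out was made with the CRISPR-Cas9 system, and a probe that lies outside the deleted part of a gene checks nothing about the genotype. Where the probes lie relative to that part is not given in the sources used here. C6 is an established rat glioma cell line. For each genotype, RNA from 3 independent cultures was pooled, and each pool was measured on 1 Affymetrix Clariom S rat array. With 1 array per condition no difference has a replicate check, the number of arrays limits the precision, and no p-value or SD can be given. Genes are therefore described as higher or lower in the C6 TAZ array. Each array gave a log2 signal for 23188 transcript clusters, which are groups of probes for a gene or transcript. The signals ran from 2.60 to 18.97, with a median of 6.39 in the C6 array and 6.40 in the C6 TAZ array. The authors made these log2 signals with Affymetrix Expression Console, as named in the submitters' processing notes, and how the arrays were normalized is not given in the sources used here. From there, the log2 difference of C6 TAZ minus C6 was taken without further scaling, so that a difference of 1 is 2-fold. Clusters of the same gene were averaged. Gene lists were fixed before the data were examined, although the paper's tables and part of the authors' supplementary table had been seen. The median difference of a list was placed among those of 10000 random lists of the same size matched on mean signal, which describes these 2 arrays and is no test of the conditions. The deposited data name the conditions in 2 ways that exclude each other. A workbook gives each signal under the names C6 and C6 TAZ, and a table with a column per sample holds the same values in 100% of the clusters once its columns are exchanged, but in 1.16% as they are labelled. The workbook's names are those of the signals in the paper's Table 3 and were used here. RT-qPCR in the paper ran in the same direction as the workbook for 13 of 14 genes. With the names of the other table, every difference changes its sign.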

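Among the genes with a higher signal in the C6 TAZ array were those for the growth factor TGF-β2 (Tgfb2, 5.78-fold), the transcription factor Egr1 (5.74-fold), the matrix proteoglycan osteoglycin (Ogn, 5.62-fold) and the neurotrophin receptor Ngfr (3.97-fold). Genes with a lower signal included those for the mitotic activator Cdc20 (4.26-fold), the stearoyl-CoA desaturase Scd (4.14-fold) and the mitochondrial enzyme Pck2 (2.64-fold). In all, 543 of the 23188 transcript clusters were higher in the C6 TAZ array by 2-fold or more and 487 were lower by 2-fold or more, together 4.44% of the clusters. The markers of other cell types gave no common direction. Of 17 astrocyte genes, 2 were higher by 2-fold or more and none was lower (median difference 0.05, percentile 75.5), with clusterin (Clu) 3.78-fold higher and Gfap 1.57-fold higher. None of 16 neuron genes passed 2-fold (median −0.04, percentile 37.1). Of 16 genes of microglia and macrophages, Cd68, a protein of lysosomes, was 4.35-fold higher and no other gene passed 2-fold (median −0.10, percentile 18.7). Col3a1 was 2.35-fold higher as the single one of 14 fibroblast genes past 2-fold (median −0.09, percentile 22.1). Tek was 2.77-fold lower as the single one of 10 endothelial genes (median −0.27, percentile 4.42). The counts depend on the threshold and on which clusters are counted. At 1.5-fold, the threshold in the paper's methods, 2289 clusters were higher and 2099 lower. Among the 9614 clusters with a log2 signal of at least 8 in the array with the higher signal, 308 were higher and 242 lower by 2-fold or more. This is 5.72% of those clusters, against 4.44% of all, though a filter on the higher signal favours clusters with a large difference.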

Microarray-based mRNA profiling revealed that in response to the knock-out of tafazzin, there are substantial (≥2fold) changes in transcript levels in rat C6 glioma cells (C6-TAZ vs. C6: 542 genes up-regulated, 484 down-regulated; a total of 1,026 genes differentially expressed). A ≥4fold change in expression levels in C6-TAZ cells could be observed for 73 genes compared to C6: 42 genes were up-regulated, 31 genes down-regulated. 

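Past 4-fold, 42 transcript clusters were higher and 31 lower in the C6 TAZ array. Egr1, Tgfb2 and Ogn are among the former, and Cdc20 and Scd among the latter. By the mean log2 signal of both arrays, 63 of the 73 lay at 6 or above, against 681 of the 1030 clusters past 2-fold. Receptor genes of the nose are not expected to be expressed in glioma cells, and most of them had a low signal. Of 1415 olfactory and vomeronasal receptor clusters, 63 were past 2-fold (4.45%) and 2 were past 4-fold, with an SD of 0.48 over their log2 differences and a median of 0.00 over 1398 receptor genes (percentile 75). Of the 52 receptor clusters with a mean log2 signal of at least 6, 2 were past 2-fold, 1 in each direction. Clusters of cytosolic ribosomal proteins had an SD of 0.21, and 1 of 125 was past 2-fold. Over the 98 genes of these clusters the median difference was −0.01 (percentile 80.1).

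**Figure D1:**
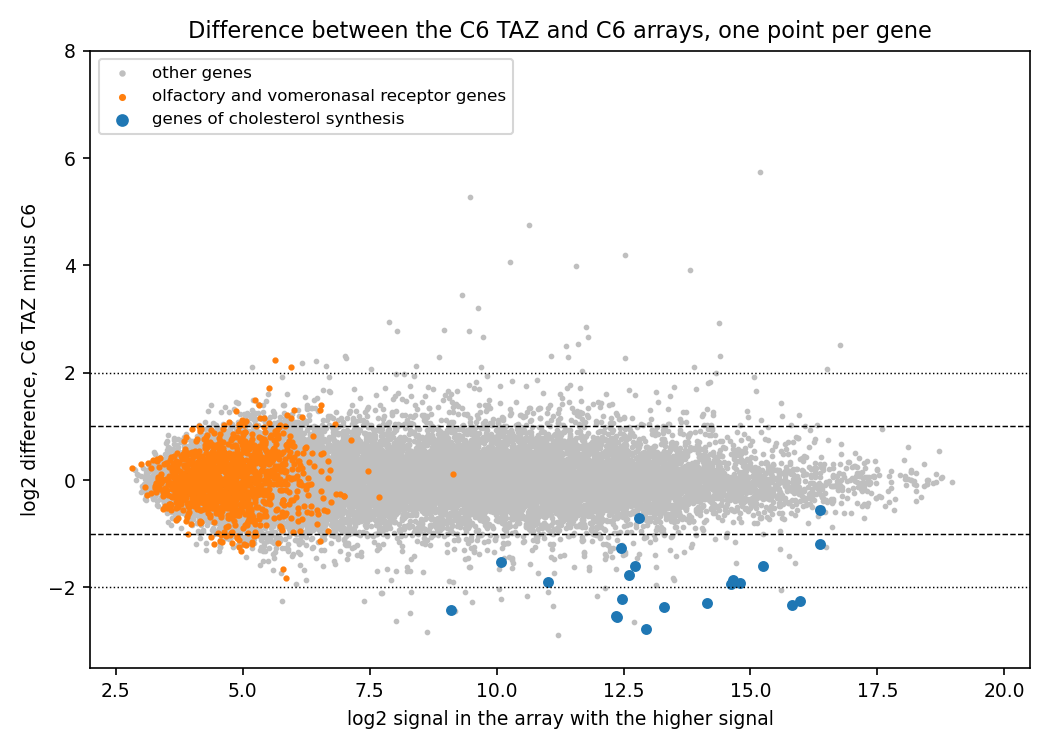
Log2 difference of C6 TAZ minus C6 (vertical axis) against the log2 signal in the array with the higher signal (horizontal axis), with one point per gene. Dashed lines mark 2-fold and dotted lines 4-fold, orange points are olfactory and vomeronasal receptor genes, and blue points are the 21 genes of cholesterol synthesis, which all lie below 0.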

In Table 2 the top 15 up- and down-regulated genes are summarized. 

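Genes for secreted and matrix proteins were among those with the largest differences between the arrays, with log2 differences of 5.28 for fibromodulin (Fmod), 4.76 for Olfml2a and 4.06 for Islr, and with Tgfbi 18.4-fold higher. The immediate-early genes Fos and Zfp36 were higher by 3.91 and 2.78. Enpp2, which encodes autotaxin, had a difference of 3.45 and the growth factor receptor Fgfr3 one of 2.85. Adh7 (3.21), Rgr (2.94), Pmel (2.93), Art3 (2.80) and Cxcl1 were also among the 15 genes farthest upward. On the lower side, Acss2, which makes acetyl-CoA from acetate, had a log2 difference of −2.88 and Olah, a thioesterase of fatty acid synthesis, one of −2.83. Of the 15 genes farthest downward, 8 were genes of cholesterol synthesis, among them Tm7sf2 (−2.53), Mvd (−2.43) and Idi1 (−2.37), and Stard4, a sterol carrier, was at −2.34. Brinp1 (−2.65), Murc (−2.44) and the mitotic kinase Nek2 (−2.27) belong to other groups. The ranking left out clusters under a log2 signal of 6 in both arrays and symbols without a proper gene name, of which LOC500300 in Table 2 had a difference of −2.47. As a group, 6 of 29 genes of myelinating glia were higher by 2-fold or more and none was lower (median 0.21, percentile 99.1), and these included Ngfr and Egr2, a transcription factor of myelination, at 1.42. Olig2, a transcription factor of the oligodendrocyte lineage, went the other way at −0.84. Of 36 genes of the extracellular matrix and TGF-β, 6 were higher and 2 lower (median 0.10, percentile 92.5), with Fbln1 at −1.18 from a cluster shared with another gene. Of 32 immediate-early genes, 13 were higher and none was lower, with Klf4 at −0.37. Fmod, Tgfbi, Ogn and Tgfb2 of the matrix list and Fos, Fosb, Junb, Zfp36, Egr1 and Cyr61 of the immediate-early list were seen in the authors' table before these lists were written.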

A complete list of the microarray results is given in Online Supplementary Table S1.

**TABLE 2:** Differentially expressed genes in taffazin-deficient C6 rat glioma cells (15 top up-regulated and 15 Top down-regulated genes)

Gene Symbol	Description	Fold Change
MPZ	myelin protein zero	53.36
FMOD	fibromodulin	38.87
OLFML2A	olfactomedin-like 2A	27.22
TGFBI	transforming growth factor. beta induced	18.42
ISLR	immunoglobulin superfamily containing leucine-rich repeat	16.7
**PLP1**	**proteolipid protein 1**	**15.95**
FOS	FBJ osteosarcoma oncogene	14.96
ENPP2	ectonucleotide pyrophosphatase/phosphodiesterase 2	10.92
ADH7	alcohol dehydrogenase 7 (class IV). mu or sigma polypeptide	9.23
RGR	retinal G protein coupled receptor	7.66
PMEL	premelanosome protein	7.62
FGFR3	fibroblast growth factor receptor 3	7.23
ART3	ADP-ribosyltransferase 3	6.94
ZFP36	zinc finger protein 36	6.84
**CXCL1**	**chemokine (C-X-C motif) ligand 1**	**6.84**
NEK2	NIMA-related kinase 2	−4.84
ACAT2	acetyl-CoA acetyltransferase 2	−4.89
FDPS	farnesyl diphosphate synthase	−5.00
STARD4	StAR-related lipid transfer (START) domain containing 4	−5.06
IDI1	isopentenyl-diphosphate delta isomerase 1	−5.20
MVD	mevalonate (diphospho) decarboxylase	−5.38
MURC	muscle-related coiled-coil protein	−5.43
LOC500300	similar to hypothetical protein mgc6835; found in mitochondrion (ortholog) and interacts with 1-naphthyl isothiocyanate (ortholog) and 17beta-estradiol (ortholog) and 2,3,7,8-tetrachlorodibenzodioxine (ortholog)	−5.56
TM7SF2	transmembrane 7 superfamily member 2	−5.77
**MVK**	**mevalonate kinase**	−**5.88**
**CPM**	**carboxypeptidase M**	−**6.13**
BRINP1	bone morphogenetic protein/retinoic acid inducible neural-specific 1	−6.26
HSD17B7	hydroxysteroid (17-beta) dehydrogenase 7	−6.79
OLAH	oleoyl-ACP hydrolase	−7.08
ACSS2	acyl-CoA synthetase short-chain family member 2	−7.35

Differential expression of genes indicated in bold has been confirmed by RT-qPCR (Figure)

### Validation of Transcriptome Data

Microarray-based gene expression data were subsequently confirmed by RT-qPCR for selected targets. As shown in Figure 2, validation experiments fully confirmed the differential gene expression of TAZ-regulated genes in C6 glioma cells. In detail, tafazzin-deficient C6-TAZ cells contain higher amounts of the mRNAs for PLP1 [2.44 (2.00; 3.81)] vs. [1.00 (0.66; 1.20); *p* = 0.0006], CXCL1 [1.97 (1.50; 3.00)] vs. [1.00 (0.72; 1.18); *p* = 0.0012], which were among the 15 up-regulated genes in the microarray analysis (Figure 2). In addition, higher expression levels of further selected genes that showed ≥2-fold expression changes in the microarray analysis could be verified by RT-qPCR: mRNA amounts for CPE [5.55 (2.67; 8.54)] vs. [1.00 (0.87; 1.39); *p* = 0.0002)], DPP7 [1.44 (1.16; 1.73) vs. [1.00 (0.79; 1.26); *p* = 0.0281], and PPARG [69.74 (9.21; 162.5)] vs. [1.00 (0.61; 1.39); *p* = 0.0019] were increased in tafazzin-deficient C6-TAZ cells. 

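On the arrays, the chemokine gene Cxcl1 had a log2 signal of 6.68 in C6 and 9.46 in C6 TAZ, which is 6.87-fold higher in the C6 TAZ array.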

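In the microarray, Cpe, which encodes a carboxypeptidase of the secretory pathway, had a log2 signal of 10.24 in C6 and 12.52 in C6 TAZ (log2 difference 2.28). Dpp7, a lysosomal dipeptidase, had log2 signals of 8.93 and 10.80 (log2 difference 1.87). Pparg, the nuclear receptor PPARγ, had log2 signals of 4.56 and 4.95, a difference of 0.39. Its difference was smaller than the SD of 0.47 among the 1329 olfactory and vomeronasal receptor clusters under a log2 signal of 6.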

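Cpm, which encodes carboxypeptidase M, had a log2 signal of 8.02 in the C6 array and 5.40 in the C6 TAZ array, a log2 difference of −2.62. Mvk, the mevalonate kinase of cholesterol synthesis, was much brighter, with log2 signals of 12.38 and 9.82, a difference of −2.56.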

Results of transcriptome analysis identified CPM and MVK among the top-regulated genes showing decreased expression in TAZ-deficient cells. This finding could be validated by RT-qPCR for the top-regulated genes, CPM [0.065 (0.026; 0.162)] vs. [1.00 (0.84; 1.15); *p* = 0.0002] and MVK [0.45 (0.36; 0.50)] vs. [1.00 (0.89; 1.12); *p* = 0.0002], as well as for selected examples of genes the expression of which showed a ≥2-fold decrease: ENPEP [0.24 (0.095; 0.50)] vs. [1.00 (0.61; 1.10); *p* = 0.0121], SC5D [0.57 (0.31; 0.81)] vs. [1.00 (0.83; 1.19); *p* = 0.0104], HMGCR [0.54 (0.37; 0.67)] vs. [1.00 (0.88; 1.11); *p* = 0.0006], HSD17B7 [0.24 (0.09; 0.28)] vs. [1.00 (0.93; 1.16); *p* = 0.0002], and CRLS1 [0.72 (0.69; 0.90)] vs. [1.00 (0.92; 1.11); *p* = 0.0281] (Figure 2).

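On the arrays, Hsd17b7, an enzyme of the late steps of cholesterol synthesis, had log2 signals of 12.94 in C6 and 10.17 in C6 TAZ, a difference of −2.77. Sc5d, the lathosterol desaturase, had a difference of −1.86 (14.66 and 12.80). Enpep, which encodes aminopeptidase A, had a difference of −1.33 at low signals of 4.54 and 3.21. Crls1, the cardiolipin synthase, had log2 signals of 11.97 and 11.63, a difference of −0.34. Of the 12 genes in Fig. 2, 4 were higher and 6 lower by 2-fold or more in the C6 TAZ array, and Pparg and Crls1 were within 2-fold. The median difference of the 12 was −0.80. The study chose these genes on these samples, so they are no independent evidence of a direction.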

**FIGURE 2:**
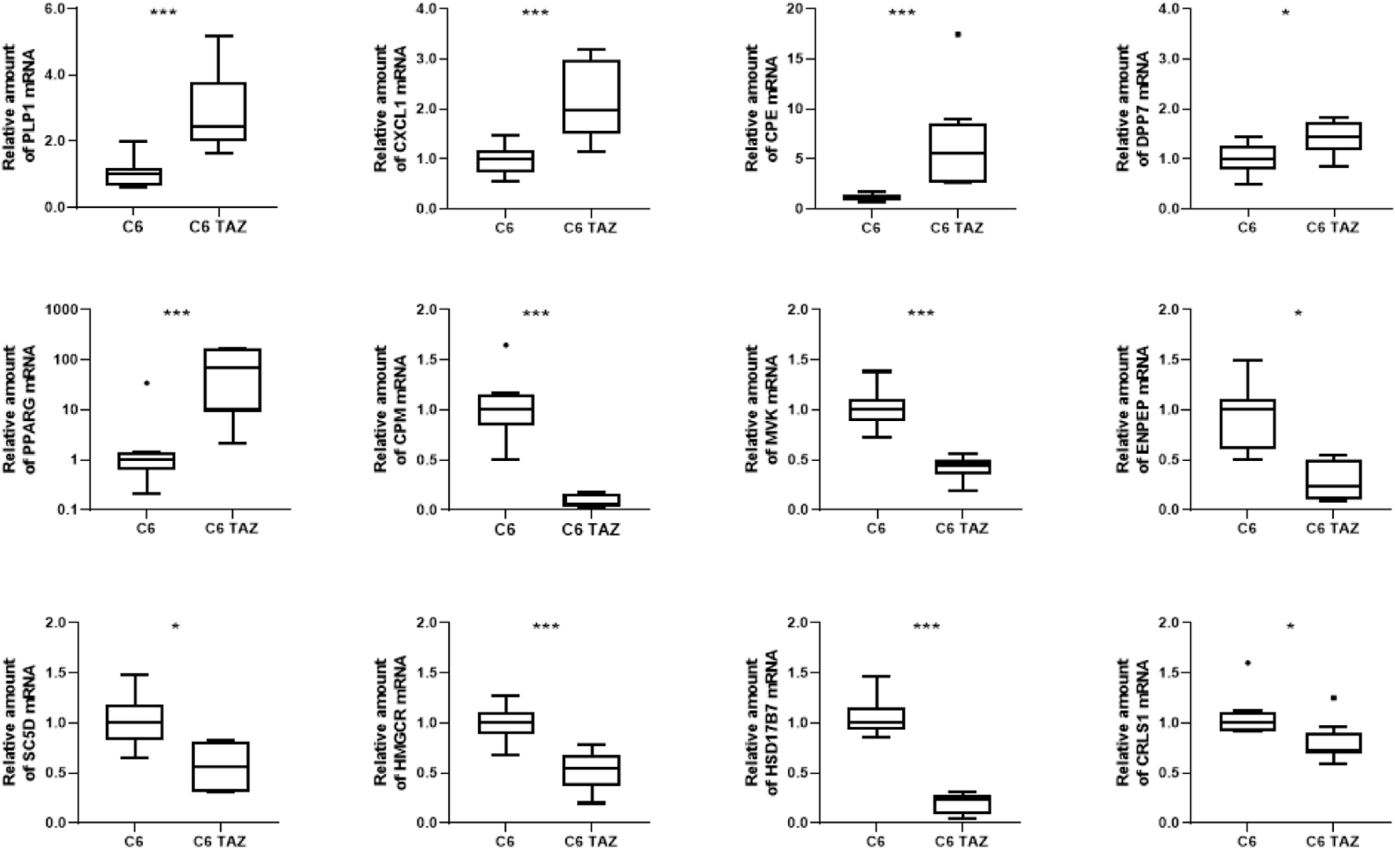
Tafazzin deficiency alters gene expression in C6 cells: Quantification levels of indicated genes in C6 and C6 TAZ cells was preformed and the amount of mRNA was determined by using RT-qPCR and normalized to RPL13a. Data is given as boxplot with median, quartile, and interquartile range (*p < 0.05; **p < 0.01; ***p < 0.001). Outliers are indicated using Tukey method. *n* = 8.

### Oxylipins Contribute in Regulation of TAZ-Dependent Gene Expression

Oxylipins are considered as ligands for PPARs (Cowart et al., 2002; Flores et al., 2005; Liu et al., 2005; Oh et al., 2009; Korbecki et al., 2019; Basilotta et al., 2022) and, thus, it was hypothesized that elevated concentrations of distinct lipoxins observed after knock-out of tafazzin contribute to TAZ-dependent changes in gene expression in C6 cells. Therefore, C6 cells were exposed to 8,9 EET, which showed the greatest increase in concentration under tafazzin knock-out in C6 TAZ cells, at 3 µM concentration for 24 h and then expression of selected genes was determined by RT-qPCR. Consistent with both the results of the transcriptome analysis and its verification, increased concentrations of 8,9 EET were associated with decreased expression of CPM [0.71 (0.53; 0.83) vs. 1.00 (0.87; 1.10); *p* = 0.0286] but elevated mRNA amounts of DPP7 [1.56 (1.20; 1.59) vs. 1.00 (0.91; 1.02); *p* = 0.0286] (Figure 3). However, 8,9 EET at this concentration also reduced the mRNA amounts of CPE [0.72 (0.63; 0.81) vs. 1.00 (0.86; 1.15); *p* = 0.0286], which was found induced by TAZ-knock-out and the concomitant increase in 8,9 EET levels (Figure 3). Expression levels of PLP1, CXCL1, PPARG, MVK, SC5D, HMGCR, ENPEP, CRLS1, and HSD17B7 were not affected under the conditions applied.

**FIGURE 3:**
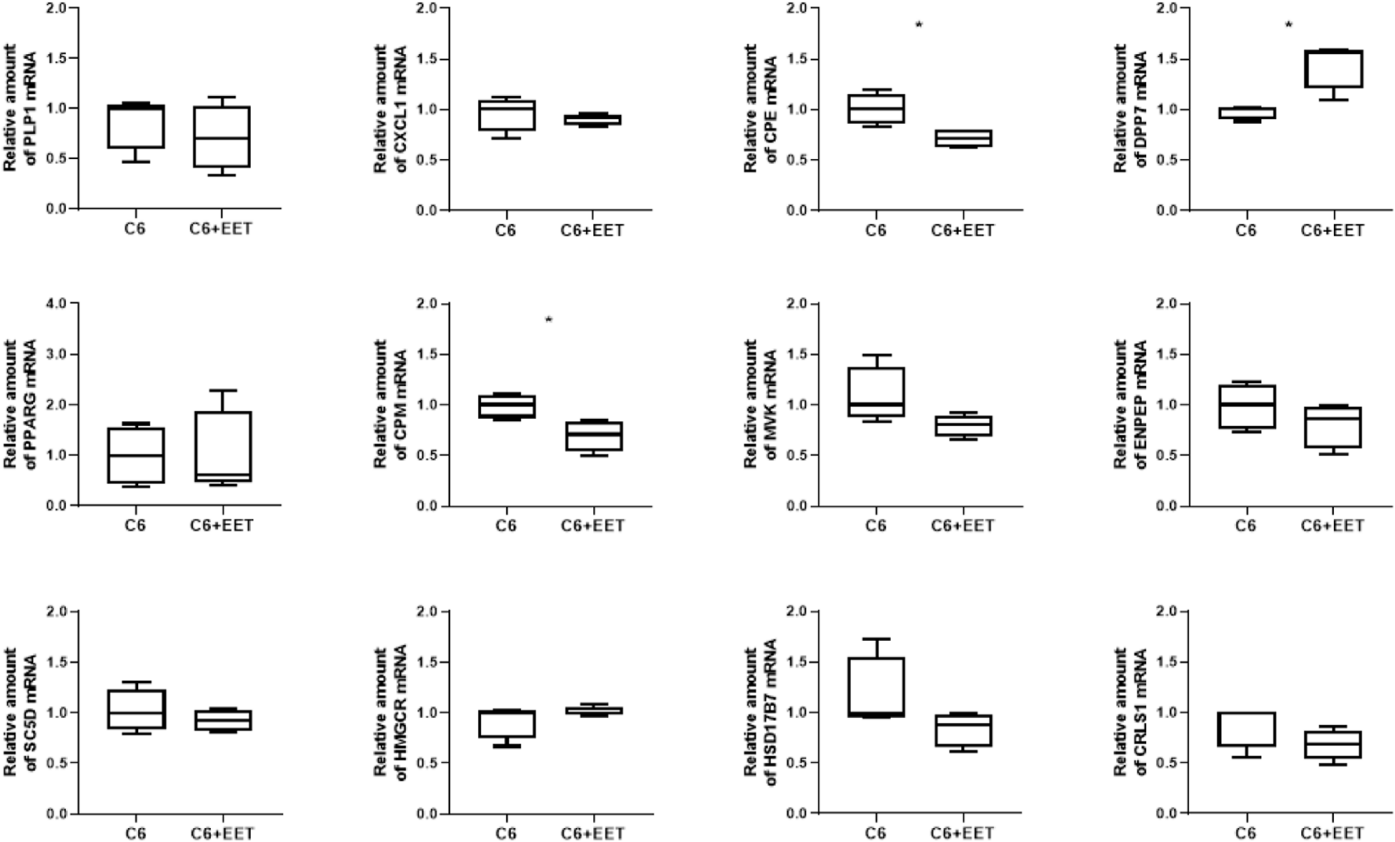
Oxylipins regulates TAZ dependent gene expression in C6 cells: Relative gene expression of C6 cells treated with ethanol (control) and C6 cells with 3 µM EET incubated at 37°C for 24 h. The amount of Mrna is determined by qpcr that is normalized to RPL13a. Data is represented as boxplot with median, quartile and interquartile range. Asterisks represent significant change.

### TF Binding Site Identification

Oxylipins, including HETEs and EETs, have been described as endogenous ligands of PPARs (Cowart et al., 2002; Flores et al., 2005; Liu et al., 2005; Oh et al., 2009; Korbecki et al., 2019; Basilotta et al., 2022). Furthermore, 12 out of the 12 genes that were differentially expressed in C6 TAZ cells as confirmed by RT-qPCR (shown in Figure 2), according to the eukaryotic promoter database (EPD) (Dreos et al., 2013) contained at least one putative PPARG or PPARA: RXRA binding site in their promoters (Online Supplementary Table S2; *p* < 0.001). Therefore, we hypothesized, that the dysregulation of lipid metabolism in general and that of oxylipins in particular, could contribute to TAZ-dependent changes in changes in gene expression via PPARs. Nevertheless, many different potential TF binding sites have been predicted for the datasets suggesting that no specific TF binding profile based solely on PPARs is present. 

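A fold change written with a sign is never between −1 and 1, so a set between these values can hold only clusters with nearly equal signals in both arrays. From the log2 signals, 269 of the 23188 transcript clusters had a fold change of 1 or −1, and 360 clusters in the fold changes of the authors' deposited table. With only clusters of a log2 signal of at least 6, the number was 131. The clusters higher by 2-fold or more in the C6 TAZ array carried 533 gene symbols and those lower carried 479. Protein-coding clusters made up 522 of the higher and 454 of the lower clusters, against 21848 of all 23188. Receptor genes of the nose were 32 of the higher and 31 of the lower clusters, against 1415 of all 23188.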

From the microarray dataset we included 995 genes between a foldchange of 1 and −1 as background and used the 2-fold and 4-fold up- (2fold: 544 genes; 4fold: 41 genes) and down-regulated (2fold: 496 genes; 4fold: 31 genes) datasets as input for a TF binding site enrichment analysis. After removing not identified genes from the database by Ciiider we used our approach to compare the qualitative TF binding site occurrence with the quantitative TF binding site enrichment. For the 2-fold down- and upregulated list of genes the enriched TF binding profiles after removing the enriched background TF binding profiles were from HOXA5 and Pax2, which were occurring in ∼100% of all genes. Interestingly, in the 4-fold down- and upregulated list of genes only Pax2 was still enriched. In contrast, the binding profiles for FOS:JUN(var.2), Lhx4, NHLH1, RHOXF1, Sox5, TBX20 and ZNF354C were exclusively enriched in the 4fold downregulated list of genes (Supplementary Figure S1). For the upregulated genes the exclusively enriched TF binding profiles were FOS::JUN(var.2) (∼31% of sequences), JUN::JUNB (∼86% of sequences), LEF1 (∼9% of sequences), NR1H4 (∼51% of sequences) and SOHLH2 (∼37% of sequences) (Supplementary Figure S2).

### Canonical Pathways Altered by Knock-Out of Tafazzin

Ingenuity pathway analysis (IPA) identified Diseases and Functions affected by tafazzin knock-out. As shown in Supplementary Table S3, the top-regulated Diseases and Functions include [Carbohydrate Metabolism, Lipid Metabolism, Molecular Transport] and [Lipid Metabolism, Small Molecule Biochemistry, Vitamin and Mineral Metabolism]. For all the identified pathways indicated above, selected members could be verified by RT-qPCR. This is shown e.g., for the cholesterol biosynthesis pathway (Supplementary Figure S3) where four out of the 20 differentially expressed genes (MVK, HSD17B7, SC5D, and HMGCR; Table 3) have been validated (Figure 2).

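All 21 textbook genes of the route from acetyl-CoA to cholesterol had a lower signal in the C6 TAZ array, and 19 of them were lower by 2-fold or more. The median log2 difference was −1.92, and no random list had a median as low (percentile 0). The paper's tables had already printed all 19 as lower on these arrays, and these tables were seen before the list was written. The percentile is thus not independent of the paper's results. The genes of the first steps were lower, with Acat2 at −2.29, the HMG-CoA synthase Hmgcs1 at −1.93 and the phosphomevalonate kinase Pmvk at −1.52. So were those that join the isoprenoid units, with the farnesyl diphosphate synthase Fdps at −2.32 and the squalene synthase Fdft1 at −1.92. Among the genes that turn squalene into cholesterol, the lanosterol synthase Lss was at −1.90, Cyp51 at −2.25, Nsdhl at −2.21, Msmo1 at −1.19, Ebp at −1.61 and Dhcr7 at −1.77. The exceptions at 2-fold were Lbr (−0.70) and the squalene epoxidase Sqle (−0.56), which are named here after their values were seen. Of 12 further genes regulated by sterols, 5 were lower by 2-fold or more and none was higher (median −0.29, percentile 2.36). Among these are Stard4, Insig1, Srebf2 and Tmem97 (−1.26), while Insig2 was higher by 0.69. With the genes under a log2 signal of 6 left out, the median of this list was −1.07.

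**Figure D2:**
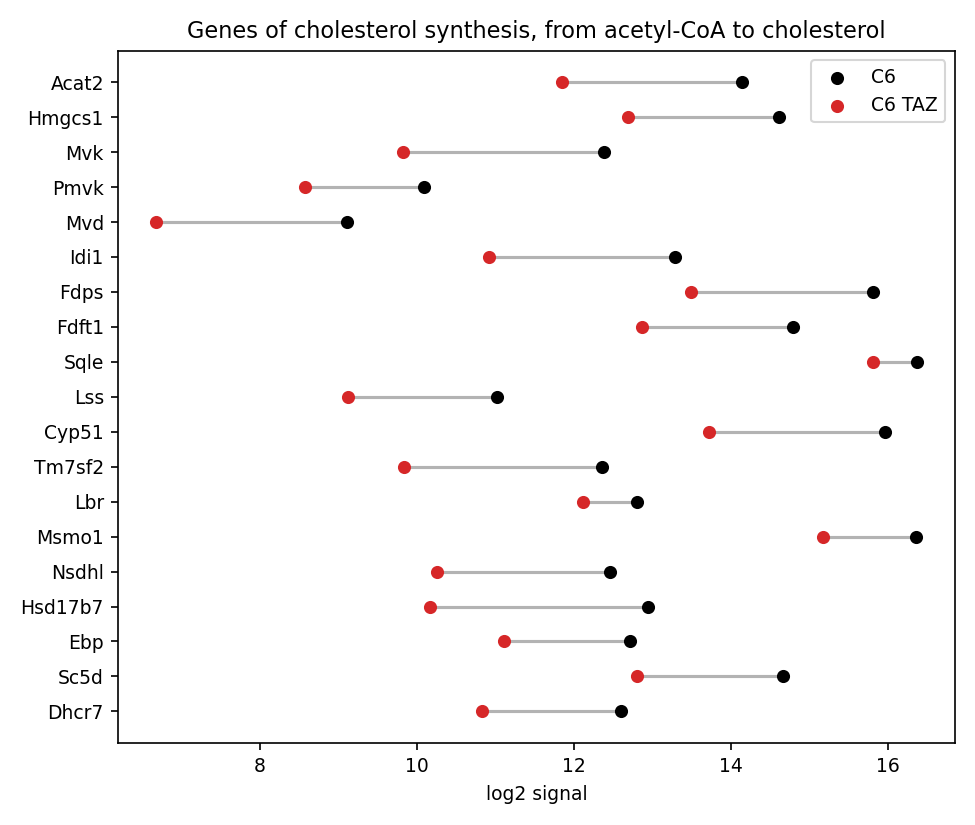
Log2 signal (horizontal axis) of 19 genes of cholesterol synthesis in the order of the pathway (vertical axis), with black points for the C6 array and red points for the C6 TAZ array. Each red point lies to the left of its black point, by 0.56 for Sqle and by more for each other gene.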

**TABLE 3:** Up- and down-regulated genes in cholesterol biosynthesis superpathway

No	Gene symbol	Gene	C6	C6 TAZ	Fold change
1	TRIT1	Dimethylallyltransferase	8.89	9.14	1.19
2	PGGT1B	Geranyltransferase	11.65	11.85	1.15
3	**HSD17B7**	**3-keto-steroid reductase/17-beta-hydroxysteroid dehydrogenase 7**	**12.94**	**10.17**	−**6.79**
4	**MVK**	**mevalonate kinase**	**12.38**	**9.82**	−**5.88**
5	TM7SF2	Delta(14)-sterol reductase	12.36	9.83	−5.77
6	MVD	Diphosphomevalonate decarboxylase	9.11	6.68	−5.38
7	IDI1	Isopentenyl-diphosphate Delta-isomerase 1	13.29	10.92	−5.2
8	CYP51	Lanosterol 14-alpha demethylase	15.97	13.72	−4.75
9	NSDHL	Sterol-4-alpha-carboxylate 3-dehydrogenase, decarboxylating	12.46	10.25	−4.61
10	HMGCS1	Hydroxymethylglutaryl-CoA synthase	14.62	12.69	−3.83
11	FDFT1	Squalene synthase	14.79	12.87	−3.79
12	**SC5D**	**Lathosterol oxidase**	**14.66**	**12.8**	−**3.64**
13	LSS	Lanosterol synthase	12.36	10.52	−3.59
14	DHCR7	7-dehydrocholesterol reductase	12.6	10.83	−3.43
15	EBP	3-beta-hydroxysteroid-Delta(8),Delta(7)-isomerase (Cholestenol Delta-isomerase)	12.72	11.11	−3.05
16	DHCR24	Delta(24)-sterol reductase	15.25	13.64	−3.04
17	PMVK	Phosphomevalonate kinase	10.09	8.57	−2.87
18	**HMGCR**	**3-hydroxy-3-methylglutaryl-coenzyme A reductase**	**12.45**	**11.19**	−**2.4**
19	MSMO1	Methylsterol monooxygenase 1	16.36	15.17	−2.29
20	ACAT1	Acetyl-CoA acetyltransferase	11.43	10.82	−1.52

In the end we performed a TF binding site profile detection analysis to find common regulatory elements for the top-regulated genes of the cholesterol pathway specifically. Based on the promoter panel (Supplementary Figure S4) of the 20 involved genes we found binding sites for FOS:JUN(var.2), LHX9, MLX, MNX1, NKX2-5, NR1H4, Pax2, SOX15, Stat2, and TBX19 (Supplementary Figure S2). Many of these TFs have more than one putative binding site per sequence. For this reason, we performed an enrichment analysis of the promoters against the background set of none-affected genes and came to the same involved TFs involved in the cholesterol pathway.

### Upstream Regulator Analysis

IPA Upstream Regulator Analysis was used to identify the upstream regulators that may be responsible for gene expression changes observed in the experimental dataset. Analysis was based on expected causal effects between upstream regulators and targets - the expected causal effects are derived from the literature compiled in the Ingenuity Knowledge Base (QIAGEN IPA; QIAGEN Inc.). As summarized in Figure 4 ACACA, HMGCR, ACSS2, FASN, ACSL1, 3 and 5 were identified as targets with a decreased gene expression compared to the control. These genes known to be inhibited by the following regulators: NR1H4, PTEN, PML, INSIG1, TP53 by a predicted activation and MBTPS1, RXRA, MAPK7, NR1H3, INSR, DBI, SREBF1/2, SCAP, MAP2K5 by a predicated inhibition of the regulators itself. 

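Of the genes given here and in Fig. 4, 7 of 8 were lower by 2-fold or more in the C6 TAZ array, with a median log2 difference of −1.12. They were picked by the study on these samples and are no independent evidence of a direction. Fasn, the fatty acid synthase, was 2.25-fold lower and Acaca, the acetyl-CoA carboxylase of the same route, had a log2 difference of −1.07. Among the long-chain acyl-CoA synthetases, which activate fatty acids, Acsl3 was 3.01-fold lower, Acsl4 2.10-fold lower and Acsl1 2.06-fold lower. Acsl5 had log2 signals of 14.94 in C6 and 15.04 in C6 TAZ, a difference of 0.10, and Acsl6 a difference of 0.25. Over this family of 5 genes, 3 were lower by 2-fold or more and none was higher, with a median of −1.04 (percentile 0). All of them but Acsl6 are among the genes picked by the study, so this percentile is no independent evidence either.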

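The transcripts of these 15 regulators differed little between the arrays, with a median log2 difference of −0.08 (percentile 30.7). Of the 15, 2 were lower by 2-fold or more and none was higher. They are Insig1, which holds the SREBP complex in the endoplasmic reticulum (−1.29), and Srebf2, which encodes the transcription factor of that complex (−1.07). Srebf1 had a difference of 0.66 at low signals of 4.15 and 4.81. The acyl-CoA binding protein gene Dbi was at −0.55, the insulin receptor gene Insr at 0.39, Rxra at 0.33 and Pml at −0.33. Nr1h4, the bile acid receptor FXR, had low signals of 4.49 in C6 and 4.15 in C6 TAZ. Mbtps1 (−0.08) and Nr1h3 (0.09) had nearly the same signal in both arrays.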

Gene expression of HMGCR have been validated for a selected target gene (Figure 2) while binding sites for predicted regulators (e.g. NR1H4) have been confirmed using the TF binding site profile detection analysis (Supplementary Figure S2).

**FIGURE 4:**
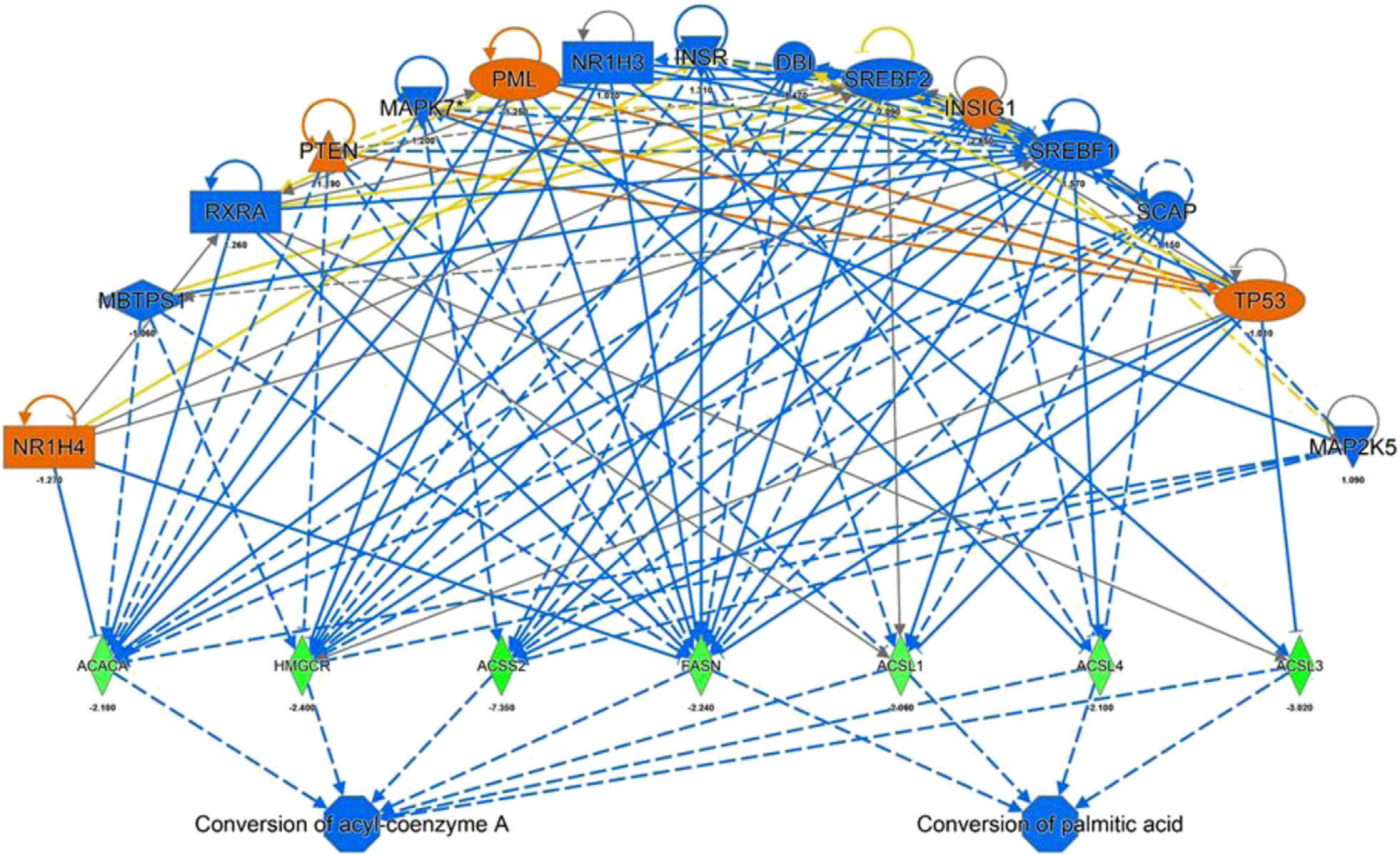
IPA Upstream Regulators Analysis for identification of upstream regulators that may be responsible for changes in gene expression observed for ACACA, HMGCR, ACSS2, FASN, ACSL 1,3 and 4 (predicted activation (orange) predicted inhibition (blue) of the regulators leads to a decreased expression (green)).

### Effect of TAZ Deficiency on Cellular Senescence

C6 TAZ cells showed significantly decreased levels of cell proliferation when compared to wild-type C6 cells (Gurtler et al., 2019). To evaluate if the development of cellular senescence contributes to this phenomenon β-galactosidase (SA-βGal) activity was determined in C6 and C6 TAZ cells. Indeed, C6 TAZ cells showed a more than 70fold increase in the fraction of senescent cells (C6 TAZ: 22.64 ŷ 6.90% β-Gal positive cells; versus C6: 0.32 ŷ 0.13% β-Gal positive cells; *p* = 0.029) (Figure 4A). Senescent cells exhibit a typical phenotype, senescence associated secretory phenotype (SASP). This is characterized by the expression/release of, among others, pro-inflammatory cytokines (IL6, IL1α), chemokines (IL8, CXCL1), proteases (MMPs), soluble factors like colony stimulating factors GM-CSF, G-CSF), and CDK inhibitors (p16, p21) (Ortiz-Montero et al., 2017; Cuollo et al., 2020). Here we demonstrate by RT-qPCR that mRNA amounts of CXCL1, IL6, and ILα were increased in C6 TAZ compared to C6 cells (CXCL1: 1.96[1.50; 3.00] vs. 1.00[0.72; 1.18]; *p* = 0.0012; IL6: 3.60[3.03;4.13] vs. 1.00[0.72;2.43]; *p* = 0.0286; and IL1α: 1.34[1.21;1.44] vs. 1.00[0.75;1.16]; *p* = 0.057) (Figure 4B).

### Re-Expression of Tafazzin in Tafazzin-Deficient C6 TAZ Cells

Next, the tafazzin variants (wild-type full length, FL; H69L enzymatically dead mutant, Mut; and tafazzin lacking exon 5, Δ5) were re-expressed in C6 TAZ cells to elucidate, to what extent these variants are able to reverse tafazzin-knock-out-dependent changes in cellular functions. By transfection and subsequent selection, expression of the three tafazzin variants could be achieved in tafazzin-deficient C6-TAZ cells. As shown in Figure 5, all three tafazzin variants could be successfully expressed in C6 cells at a level by far exceeding that of wild-type C6 cells.

**FIGURE 5:**
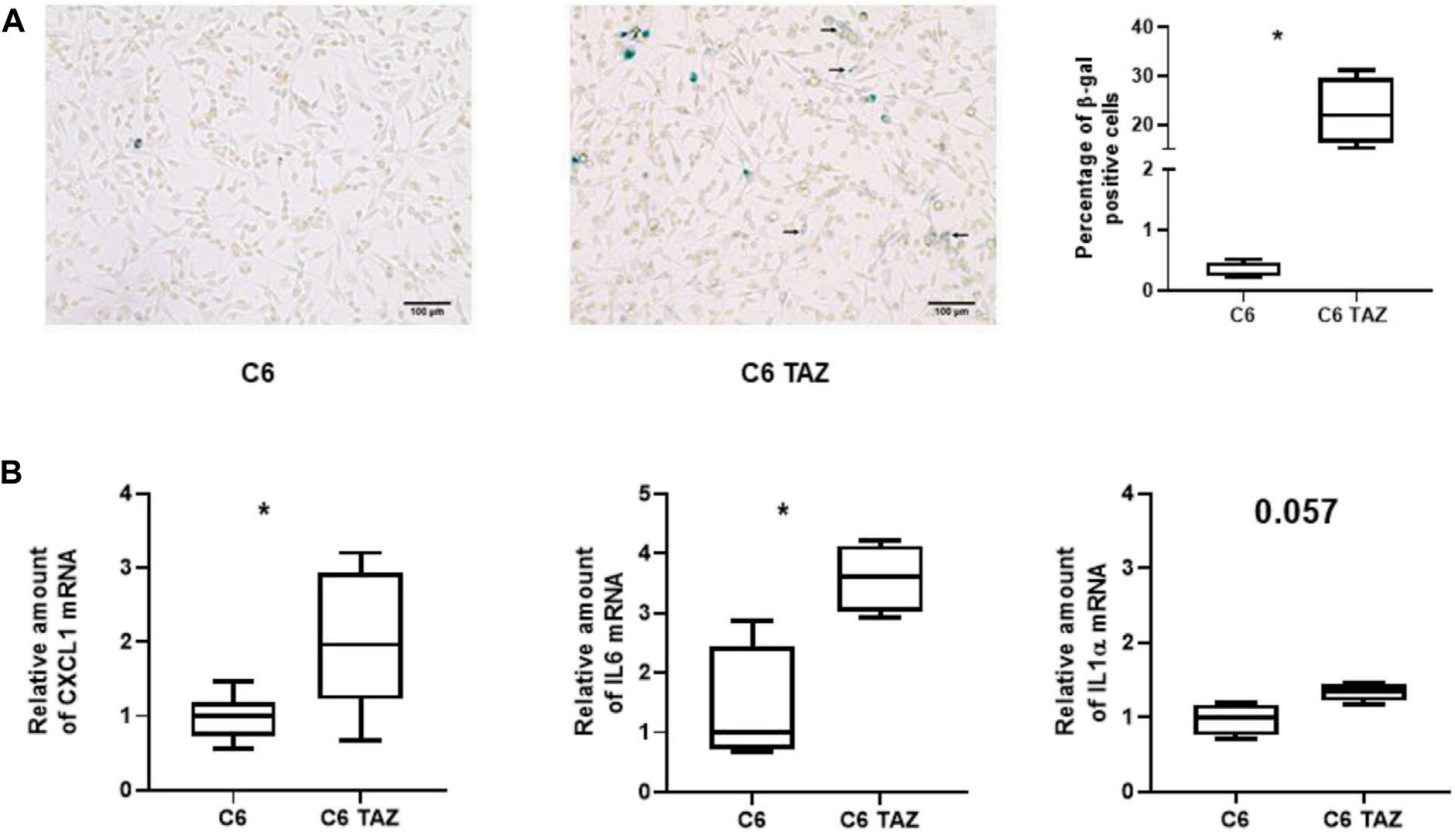
**(A)** Left: Microscopic images of β-gal positive cells (blue color) in C6 and C6 TAZ cells. Right: Percentage of β-gal positive cells is given as boxplot (* indicates *p* < 0.05). **(B)** Upregulation of SASP genes: Amounts of mrnas of CXCL1, IL6, and IL1α are elevated in C6 TAZ cells (mrna expression normalized to RPL13a; *n* = 4, *p* = 0.029).

### Effects of TAZ Variants on CL-Composition

First of all, of course, it was analysed to what extent the re-expression of the different TAZ variants could reverse the massive changes in the cardiolipin composition caused by the knock-out of tafazzin in rat C6 cells. As summarized in Table 4, the tafazzin variants full length TAZ and Δ5 TAZ were able to reverse to a large extent the changes in the CL composition observed after TAZ KO. In contrast, and as expected, the mutant lacking transacylase activity (H69L; Mut), did not restore the CL-composition associated with the C6 wildtype phenotype. Of note, for 11 out of 17 individual CL-species (abundance < 0.1; Table 1) re-expression of FL tafazzin resulted in amounts which are closer to the C6 wild-type compared to the ones obtained by re-expressing the Δ5 variant. This also expressly applies to the content of oxidized cardiolipin [C6: 11 (9.46; 11.75); C6 TAZ Δ5: 13.60 (12.65; 14.81); C6 TAZ FL: 10.01 (8.62; 11.17); Table 4].

**TABLE 4:** Cardiolipin composition of C6 (w/o Δ5, FL and Mut) and C6 TAZ (w/o Δ5, FL and Mut) cells

Cardiolipin Composition	C6 [Q1:Q3]	C6 TAZ [Q1:Q3]	C6 TAZ+Δ5 [Q1:Q3]	C6 TAZ+FL [Q1:Q3]	C6 TAZ+Mut3 [Q1:Q3]	C6+Δ5 [Q1:Q3]	C6+FL [Q1:Q3]	C6+Mut3 [Q1:Q3]	C6 vs.C6 TAZ	C6 vs. C6+Δ5	C6 vs. C6+FL	C6 vs. C6+Mut3	C6 TAZ vs. C6 TAZ +Δ5	C6 TAZ vs. C6 TAZ +FL	C6 TAZ vs. C6 TAZ +Mut3	C6 vs.C6 TAZ+Δ5	C6 vs. C6 TAZ+FL	C6 vs. C6 TAZ+Mut3	C6+Δ5 vs. C6 TAZ+Δ5	C6+FLvs. C6 TAZ+FL	C6+Mut3 vs. C6 TAZ+ Mut3
(C18:2)4	0.95 [0.87 ; 1.19]	0.09 [0.08;0.18]	0.80 [0.70;1]	1.15 [1.04;1.26]	0.06 [0.05;0.07]	0.84 [0.73;1.0]	1.49 [1.21;1.68]	1.02 [0.91;1.17]	**	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	*	n.s	n.s	n.s
(C18:2)3/C18:1	2.68 [2.28;3.12]	0.13 [0.13;0.19]	2.03 [1.79;2.37]	2.27 [1.99;2.66]	0.07 [0.07;0.08]	1.82 [1.74;1.97]	3.85 [3.13;4.08]	3.46 [3.20;3.53]	****	n.s	n.s	n.s	**	**	n.s	n.s	n.s	****	n.s	n.s	***
(C18:2)2/(C18:1)2	8.40 [7.40;8.90]	0.52 [0.51;0.69]	6.05 [5.80;6.86]	5.83 [4.82;6.81]	0.84 [0.45;1.21]	6.42 [6.09;6.5]	8.90 [7.63;9.42]	8.09 [7.61;8.71]	****	n.s	n.s	n.s	****	****	n.s	*	*	****	n.s	n.s	****
C18:2/C18:1/(C16:0)2	0.53 [0.44;0.82]	0.84 [0.73;0.91]	0.51 [0.47;0.55]	0.86 [0.75;0.99]	1.00 [0.86;1.08]	0.47 [0.42;0.5]	0.64 [0.56;0.86]	0.97 [0.73;1.20]	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s
(C18:1)2/(C16:0)2	10.18 [9.83 ;14.05]	42.73 [39.34;45.09]	14.11 [12.63;15.66]	13.11 [10.15;17.00]	47.26 [42.12;52.78]	9.42 [7.91;11.3]	7.59 [7.00;11.60]	17.81 [15.68;18.75]	****	n.s	n.s	n.s	****	****	n.s	n.s	n.s	****	n.s	n.s	****
(C18:2)3/C16:1	0.84 [0.79;1.00]	0.06 [0.04;0.09]	0.63 [0.55;0.70]	0.93 [0.75;1.10]	0.02 [0.02;0.02]	0.71 [0.60;0.87]	1.45 [1.10;1.77]	1.04 [0.88;1.30]	****	n.s	n.s	n.s	*	***	n.s	n.s	n.s	****	n.s	n.s	****
(C18:2)2/C18:1/C16:1 or (C18:2)3/C16:0	5.60 [4.87;6.10]	0.37 [0.30;0.46]	3.96 [3.89;4.32]	4.88 [3.71;5.86]	0.14 [0.11;0.16]	4.39 [3.96;6.45]	7.90 [6.80;8.54]	5.46 [4.87;6.83]	****	n.s	n.s	n.s	***	***	n.s	n.s	n.s	****	n.s	n.s	****
(C18:1)2/C18:2/C16:1 or (C18:2)2/C18:1/C16:0	17.76 [13.66;18.24]	1.17 [0.99;1.50]	13.47 [11.25;14.27]	15.12 [12.26;17.10]	0.77 [0.71;0.89]	16.37 [15.80;17.6]	19.10 [16.79;19.55]	13.77 [11.15;16.79]	****	n.s	n.s	n.s	****	****	n.s	n.s	n.s	****	n.s	n.s	****
(C18:1)2/C18:2/C16:0	4.83 [4.54;5.43]	1.78 [1.73;1.97]	4.44 [4.35;4.63]	4.85 [4.82;5.02]	1.16 [1.46;1.76]	4.43 [4.27;4.87]	4.84 [4.67;4.99]	5.72 [4.97;6.26]	****	n.s	n.s	n.s	****	****	n.s	n.s	n.s	****	n.s	n.s	****
(C18:1)3/C16:0	30.77 [27.44;31.64]	47.79 [44.05;51.52]	38.04 [36.97;38.98]	35.70 [31.94;39.51]	46.69 [41.83;51.19]	37.33 [35.23;37.99]	24.26 [22.42;28.97]	30.17 [26.37;32.04]	****	n.s	n.s	n.s	*	**	n.s	*	n.s	***	n.s	n.s	**
(C18:1)2/(C18:3)2	1.33 [1.12;1.66]	0.68 [0.51;0.83]	1.44 [1.19;1.56]	1.76 [1.52;2.00]	0.62 [0.50;0.74]	1.56 [1.23;1.83]	2.15 [1.81;2.30]	1.38 [1.14;1.62]	***	n.s	n.s	n.s	**	****	n.s	n.s	n.s	**	n.s	n.s	*
(C18:1)3/C18:2	10.87 [9.17;11.65]	1.18 [1.09;1.63]	9.41 [7.46;11.19]	9.29 [7.68;10.94]	0.80 [0.74;0.84]	11.60 [11.07;12.12]	11.27 [10.17;11.43]	8.36 [8.04;9.15]	****	n.s	n.s	n.s	****	****	n.s	n.s	n.s	****	n.s	n.s	****
(C18:2)3/C20:4	0.18 [0.14;0.24]	0.04 [0.03;0.09]	0.16 [0.12;0.23]	0.25 [0.22;0.28]	0.01 [0.01;0.02]	0.14 [0.12;0.19]	0.35 [0.25;0.43]	0.16 [0.14;0.20]	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s
(C18:2)3/C20:3 o. (C18:2)2/C18:1/C20:4	0.46 [0.39;0.53]	0.03 [0.03;0.06]	0.3 [0.25;0.32]	0.55 [0.50;0.58]	0.02 [0.01;0.02]	0.29 [0.25;0.31]	0.70 [0.53;0.84]	0.55 [0.53;0.58]	***	n.s	n.s	n.s	n.s	**	n.s	n.s	n.s	***	n.s	n.s	**
(C18:2)3/C20:2 o. (C18:2)2/C18:1/C20:3	0.94 [0.81;1.02]	0.07 [0.05;0.13]	0.88 [0.86;0.92]	1.13 [1.07;1.19]	0.02 [0.02;0.03]	0.78 [0.69;1.03]	1.40 [1.16;1.56]	1.14 [1.05;1.24]	**	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	*	n.s	n.s	n.s
(C18:2)2/C18:1/C20:2	1.36 [1.28;1.61]	0.09 [0.07;0.12]	1.16 [0.99;1.45]	1.32 [1.15;1.49]	0.04 [0.03;0.05]	1.24 [1.11;1.40]	1.76 [1.40;1.97]	1.49 [1.29;1.71]	****	n.s	n.s	n.s	****	****	n.s	n.s	n.s	****	n.s	n.s	****
(C18:2)3/C20:0 or (C18:1)2/C18:2/C20:2	0.93 [0.79;1.02]	0.09 [0.08;0.37]	1.20 [0.98;1.39]	0.85 [0.71;0.97]	0.05 [0.04;0.07]	1.10 [0.88;1.32]	1.06 [0.82;1.25]	0.94 [0.70;1.17]	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s
C22:6/(C18:2)3	0.01 [0.01;0.02]	0.01 [0.01;0.03]	0.04 [0.02;0.08]	0.01 [0.01;0.01]	0.01 [0.01;0.01]	0.01 [0.01;0.08]	0.01 [0.00;0.02]	0.01 [0.01;0.02]	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s
C22:6/(C18:2)2/C18:1	0.01 [0.00;0.01]	0.00 [0.00;0.01]	0.01 [0.01;0.02]	0.01 [0.01;0.01]	0.00 [0.00;0.00]	0.01 [0.01;0.01]	0.02 [0.01;0.02]	0.00 [0.00;0.00]	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s
CL total (ug/mg protein)	10.53 [3.08;14.09]	16.07 [6.33;20.32]	11.69 [9.94;19.64]	2.43 [2.33;2.59]	2.45 [2.27;2.72]	9.78 [8.12;16.51]	2.82 [2.50;3.09]	1.18 [1.09;1.24]	n.s	n.s	n.s	n.s	n.s	*	*	n.s	n.s	n.s	n.s	n.s	n.s
Oxidized CL	11 [9.46;11.75]	20.42 [15.54;24.69]	13.60 [12.65;14.81]	10.01 [8.62;11.17]	42.41 [33.11;47.77]	10.68 [10.22;12.19]	8.99 [8.47;9.75]	11.35 [11.29;11.44]	****	n.s	n.s	n.s	*	***	n.s	n.s	n.s	n.s	n.s	n.s	n.s
MLCL1 (C18:2)3 (µg/mg protein)	0.01 [0.00;0.03]	0.01 [0.0;0.04]	0.01 [0.01;0.03]	0.00 [0.00;0.00]	0.00 [0.00;0.00]	0.02 [0.01;0.04]	0.00 [0.0;0.0]	0.00 [0.00;0.00]	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s
MLCL2 (% of MLCL1)	427.26 [352.78;450.57]	336.81 [254;382.70]	310.94 [172.95;453.97]	513.7 [408.46;583.18]	475 [416.2;572.2]	241.58 [163.09;278.63]	422.27 [371.44;445.76]	606.31 [580;620]	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s	n.s

### Effects of TAZ Variants on Cellular Proliferation

Next, it was analysed whether the re-expressed TAZ variants can reverse the marked reduction in cellular proliferation that has been observed after TAZ knock-down or knock-out, respectively. As summarized in Figure 6, C6 TAZ cells exhibit a substantial decrease in proliferation when compared to C6 wild-type cells [C6 TAZ: 0.28 (0.27; 0.36) vs. C6: 1.00 (0.79; 1.16), *p* < 0.001]. For control purposes, wild-type C6 cells were also transfected with the three TAZ variants. The stable expression of none of the three variants caused any significant change in cell proliferation compared to C6 wild-type, although there was a marginal increase upon transfection of the Δ5 variant (*p* = n.s.). Expression of the full-length rat tafazzin in C6 TAZ cells increased proliferation of C6 TAZ cells to the level of wild-type C6 cells [C6 FL: 1.10 (0.88; 1.17); C6 TAZ FL: 0.94 (0.76; 0.93); *p* = n.s.]. In contrast, and as expected, the expression of an enzymatically inactive mutant (H69L, Mut) failed to restore C6 proliferation [C6 Mut: 0.87 (0.79; 0.93) vs. C6 TAZ Mut: 0.31 (0.27; 0.38); *p* = 0.002]. Surprisingly, also the re-expression of the Δ5 variant did not lead to the restoration of the “wild-type” proliferation of C6 cells [C6 Δ5: 1.148 (0.93; 1.56) vs. C6 TAZ Δ5: 0.49 (0.40; 0.59); *p* < 0.0001] (Figure 6).

**FIGURE 6:**
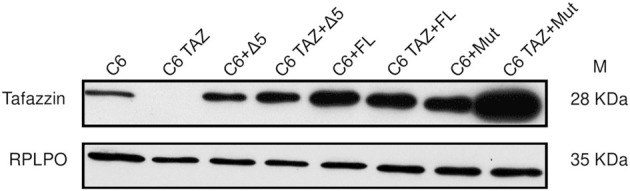
Re-expression of human Δ5, rat full length tafazzin (FL) and enzymatically dead mutant (Mut) in C6 and C6 TAZ knockout cells is confirmed by immunoblot using mouse anti tafazzin antibody. RPLPO is used as a loading control.

### Effects of TAZ Variants on Gene Expression

Finally, it was analysed to what extent the changes in gene expression resulting from down-regulation or lack of tafazzin in C6 cells could be normalized by re-expressing different tafazzin variants in C6 TAZ cells.

As shown in Figure 7, re-expression of FL-TAZ and Δ5-TAZ variants in C6-TAZ cells reversed the tafazzin-knock-out-dependent changes in gene expression to a large extent. In detail, FL-TAZ was able to reverse the tafazzin knock-out-dependent increase in mRNA expression of CPE [C6: 1.00 (0.87; 1.20); C6-TAZ: 5.55 (2.67; 8.53); TAZ-FL: 0.77 (0.57; 0.76); *p* < 0.0001 C6-TAZ vs. FL-TAZ] and of PPARG [C6: 1.00 (0.61; 1.39); C6-TAZ: 69.74 (9.21; 162.50); TAZ-FL: 2.80 (2.16; 4.48); *p* < 0.01 C6-TAZ vs. FL-TAZ]. Accordingly, CPM, MVK, HMGCR, HSD17B7, genes the mRNA amounts of which were found to be significantly down-regulated in response to tafazzin knock-out, were significantly increased by re-expression of FL-TAZ [CPM: C6: 1.00 (0.84; 1.15); C6-TAZ: 0.06 (0.03; 0.16); TAZ-FL: 0.76 (0.59; 0.87); *p* < 0.001 C6-TAZ vs. FL-TAZ; MVK [C6: 1.00 (0.89; 1.12); C6-TAZ: 0.45 (0.36; 0.50); TAZ-FL: 1.20 (1.04; 1.40); *p* < 0.01 C6-TAZ vs. FL-TAZ; HMGCR: C6: 1.00 (0.88; 1.11); C6-TAZ: 0.54 (0.37; 0.67); TAZ-FL: 0.89 (0.83; 0.99); *p* < 0.01 C6-TAZ vs. FL-TAZ; HSD17B2: C6: 1.00 (0.92; 1.16); C6-TAZ: 0.24 (0.09; 0.280); TAZ-FL: 0.66 (0.59; 0.79); *p* < 0.01 C6-TAZ vs. FL-TAZ] (Figure 8). However, FL-TAZ re-expression in C6-TAZ cells was not able to normalize decreased amounts of SC5D and ENPEP mRNA and even further elevated levels of DPP7 mRNA (Figure 8) [SC5D: C6: 1.00 (0.83; 1.19); C6-TAZ: 0.57 (0.31; 0.81); TAZ-FL: 0.53 (0.47; 0.61); *p* = n.s. C6-TAZ vs. FL-TAZ; ENPEP [C6: 1.00 (0.61; 1.10); C6-TAZ: 0.24 (0.09; 0.50); TAZ-FL: 0.12 (0.07; 0.18); *p* = n.s. C6-TAZ vs. FL-TAZ; DPP7: C6: 1.00 (0.79; 1.26); C6-TAZ: 1.44 (1.16; 1.73); TAZ-FL: 3.04 (2.24; 3.46); *p* < 0.01 C6-TAZ vs. FL-TAZ].

**FIGURE 7:**
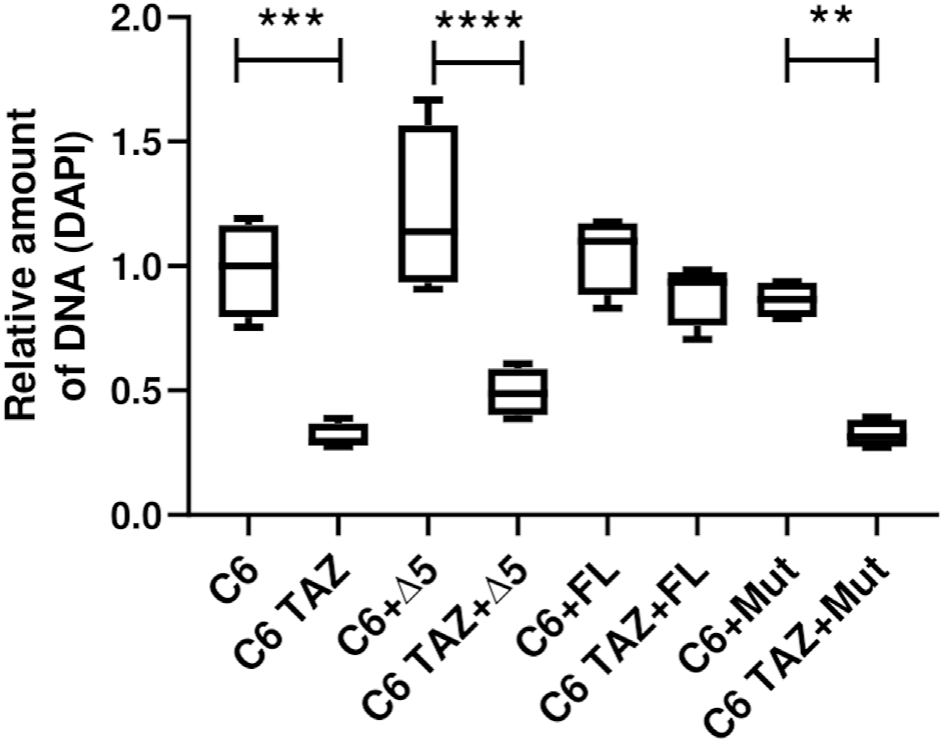
Proliferation was confirmed using DAPI stain. Density of 800 C6 and C6 TAZ cells (w/o Δ5, FL, Mut) were seeded in a 96 well plate. Cells were incubated for 96 h then fixed with ethanol and later stained with DAPI (7.5 µM). After subsequent washing steps the fluorescence intensity was measured at 450/570 nm wavelength. *n* = 4 biological replicates (C6 w/o Δ5, FL and Mut) and *n* = 4 biological replicates (C6 TAZ w/o Δ5, FL and Mut) is given as a boxplot with median, quartile and interquartile range.

**FIGURE 8:**
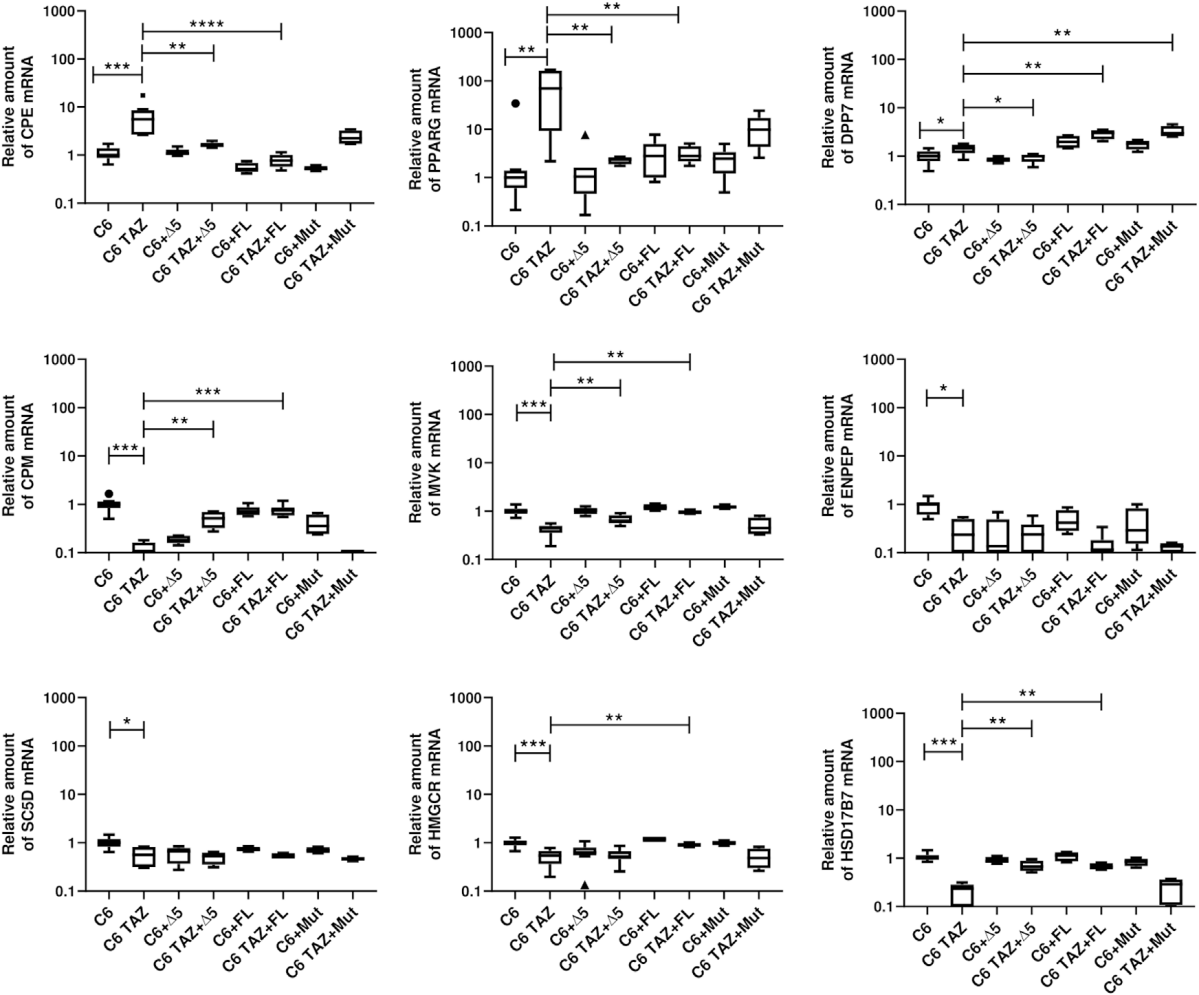
Relative mRNA amount of indicated genes in C6 and C6 TAZ (w/o Δ5, FL, Mut) is determined by RT-qPCR and normalized to RPLP13a. Data is represented as boxplot with median, quartile and interquartile range.

Δ5-TAZ, when re-expressed in C6-TAZ cells, was a little less effective than FL-TAZ in restoring C6 wild-type gene expression. Although Δ5-TAZ did alter gene expression towards wild-type, these changes were substantially less pronounced for CPE, CPM, and MVK compared to FL-TAZ. Furthermore, Δ5-TAZ did not restore wild-type levels of HMGCR mRNA atall, but, in contrast to FL-TAZ, did normalize DPP7 mRNA levels (Figure 7) [HMGCR: C6: 1.00 (0.88; 1.11); C6-TAZ: 0.54 (0.37; 0.67); Δ5-TAZ: 0.52 (0.46; 0.67); *p* = n.s. C6-TAZ vs. Δ5-TAZ; DPP7: C6: 1.00 (0.79; 1.26); C6-TAZ: 1.44 (1.16; 1.73); Δ5-TAZ: 0.99 (0.76; 1.08); *p* < 0.05 C6-TAZ vs. Δ5-TAZ; CPE: C6: 1.00 (0.87; 1.40); C6-TAZ: 5.55 (2.67; 8.53); Δ5-TAZ: 1.59 (1.46; 1.81); *p* < 0.01 C6-TAZ vs. Δ5-TAZ; CPM: C6: 1.00 (0.84; 1.15); C6-TAZ: 0.06 (0.03; 0.16); Δ5-TAZ: 0.52 (0.32; 0.70); *p* < 0.01 C6-TAZ vs. Δ5-TAZ; MVK [C6: 1.00 (0.89; 1.12); C6-TAZ: 0.45 (0.36; 0.50); Δ5-TAZ: 0.64 (0.56; 0.82); *p* < 0.01 C6-TAZ vs. Δ5-TAZ. The Δ5 variant also restored mRNA expression of PPARG and HSD17B7 (PPARG: C6: 1.00 (0.61; 1.39); C6-TAZ: 69.74 (9.21; 162.50); Δ5-TAZ: 2.38 (1.89; 2.63); *p* < 0.01 C6-TAZ vs. Δ5-TAZ; HSD17B7C6: 1.00 (0.61; 1.39); C6-TAZ: 69.74 (9.21; 162.50); Δ5-TAZ: 2.38 (1.89; 2.63); *p* < 0.01 C6-TAZ vs. Δ5-TAZ]. As observed for FL-TAZ, Δ5-TAZ was not able to return mRNA amounts of SC5D and ENPEP to wild-type levels [SC5D: C6: 1.00 (0.83; 1.19); C6-TAZ: 0.57 (0.31; 0.81); Δ5-TAZ: 0.53 (0.35; 0.63); *p* = n.s. C6-TAZ vs. Δ5-TAZ; ENPEP: C6: 1.00 (0.61; 1.10); C6-TAZ: 0.24 (0.09; 0.50); Δ5-TAZ: 0.24 (0.05; 0.39); *p* = n.s. C6-TAZ vs. Δ5-TAZ].

As expected, re-expressing the enzymatically in active variant, Mut, did not lead to any restoration of gene expression associated with the C6 wild-type.

### Effects of TAZ Variants on Cellular Cholesterol Contents

As shown in Figure 9, the knock-out of tafazzin led to an increase in the amounts of cellular cholesterol [C6: 4.188 (4.80; 3.881) vs. C6 TAZ1: 5.285 (5.522; 5.057), *p* < 0.05; C6 vs. C6 TAZ2: 5.367 (5.367; 5.262), *p* < 0.05]. In C6 cells cholesterol is present mainly in its free form, only low levels of esterified cholesterol could be detected. Re-expression of either full length tafazzin (C6 TAZ + FL) or tafazzin lacking exon 5 (C6 TAZ + Δ5) substantially down-regulated the cells’ cholesterol content [C6 TAZ1: 5.285 (5.522; 5.057) vs. C6 TAZ1 + FL: 1.538 (2.347; 0.78), *p* < 0.05; C6TAZ1 vs. C6TAZ1 + Δ5: 1.591 (2.283; 1.365), *p* < 0.05].

**FIGURE 9:**
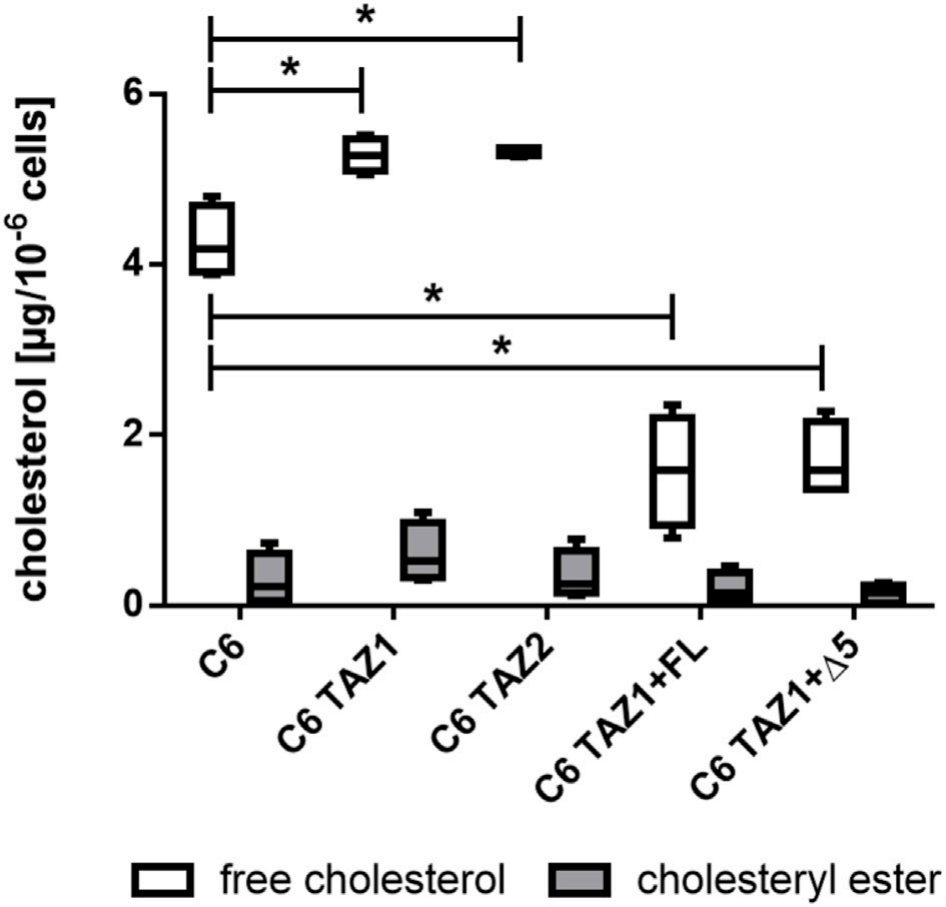
Cellular content of cholesterol (free and esterified) in C6, C6 TAZ cells, and in response to re-expression of full length tafazzin (C6 TAZ + FL) or tafazzin lacking exon 5 (C6 TAZ + Δ5). *n* = 4 biological replicates (data given as a boxplot with median, quartile and interquartile range).

## Discussion

It has been shown previously, that the knock-down or knock-out, respectively, of tafazzin in rat glioma C6 cells causes substantial changes in cellular and mitochondrial properties and functions. The changes affect CL composition and cellular fatty acid availability, mitochondrial respiration, mitochondrial ROS production, mitochondrial membrane fluidity, cellular elasticity and proliferation (Schild et al., 2012; Ohlig et al., 2018; Gurtler et al., 2019; Schild et al., 2020). It is now accepted that the cellular availability of fatty acids has a crucial impact on CL composition (Oemer et al., 2020; Oemer et al., 2021; Oemer et al., 2022). As shown in the present work, the knock-out of tafazzin in C6 cells also results in substantial changes in the concentration of oxylipins. Oxylipins can be formed by oxidation of cardiolipin acyl chains by ROS and subsequent release by e.g. phospholipase A2 (Jezek et al., 2010). In our recent publication we were able to demonstrate increased ROS formation in mitochondria of TAZ knockout cells (Gurtler et al., 2019). We assume that the altered cardiolipin composition of the inner mitochondria membrane in these cells impairs the function of the respiratory chain (mainly complex I) that causes increased ROS formation (Adam-Vizi, 2005; Wirth et al., 2016).

In their function as PPAR ligands, oxylipins such as 8,9-EET could potentially contribute to metabolic and gene expression changes observed in C6 TAZ cells. Accordingly, the administration of 3 µM 8,9-EET to C6 cells led to alterations in gene expression. Although this 3 µM 8,9-EET concentration exceeds plasma levels detected in humans and mice (Pozzi et al., 2005; Gao et al., 2012; Lee et al., 2013), the occurrence of higher tissue concentrations under certain pathophysiological conditions cannot be ruled out (Brenneis et al., 2011). However, the contribution of PPAR to tafazzin-dependent expression changes is supposed to be of marginal relevance only, since not PPAR binding sites but those for HOXA5 and Pax2 (which were occurring in ∼100% of all up-regulated genes) were found to be enriched in TAZ-regulated genes when applying more recent databases in transcriptome analysis. In support of a minor role of PPARs only, the addition of the PPARγ agonist, pioglitazone, at 10, 3 or 1 µM concentration failed to induce any changes in the mRNA levels of the TAZ-regulated genes shown in Figure 2.

It is further demonstrated that the knock-down of tafazzin in C6 cells provokes massive changes in gene expression. Defective CL remodelling has been associated with altered gene expression of HIF-1α previously (Chowdhury et al., 2018). Mechanistically, differential expression of HIF-1α could be explained by reduced ROS production and NF-κB signalling in this case.

Here, by applying microarray-based transcriptome analysis, 1,026 genes were found to be differentially expressed (>twofold change) between C6 and C6 TAZ cells. This novel finding has been verified on selected targets using RT-qPCR. The search for responsible mechanisms led to the identification of the transcription factors HOXA5, Pax2, and JUN::JUNB. 

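Among the factors with binding profiles, Junb had a log2 signal of 9.14 in the C6 array and 11.80 in the C6 TAZ array, which is 6.32-fold higher. Its partner Jun was bright in both arrays, with log2 signals of 13.35 and 13.28 and a difference of −0.07. Pax2 had low signals of 3.69 and 3.76, a difference of 0.07. Hoxa5 had a difference of −0.23 as the mean of 3 clusters that are shared with other genes (8.57 and 8.35). Over the 20 factors with a named binding profile and a cluster on the array, the median difference was 0.04. By 2-fold or more, 2 were higher, Junb and Fos, and none was lower. Zfp354c was higher by 0.81 and Lef1 by 0.40, and Stat2 had a difference of −0.43.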

Transcript levels of these factors themselves were not different between C6 wild-type and C6-TAZ cells. However, Pax2 and also JUN::JUNB appear to be regulated by reversible phosphorylation rather than expression levels (Cai et al., 2002; Meng and Xia, 2011). The effects of tafazzin knock-out on the (phospho)proteome of C6 and other cells should be investigated in further investigations.

By applying Ingenuity Pathway Analysis of transcriptome data Top Diseases and Functions affected by tafazzin knock-out could be identified. Knock-out of tafazzin consistently led to changes in lipid metabolism. 

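Genes of fatty acid synthesis, elongation and desaturation had lower signals in the C6 TAZ array. Of 19 such genes, 7 were lower by 2-fold or more and 1 was higher, with a median log2 difference of −0.62 (percentile 0). The paper had named some of them as lower on these arrays, Acss2 and Olah in Table 2 and Acss2, Fasn and Acaca in Fig. 4. The percentile is thus not independent of the paper's results. Besides Acss2, Olah, Scd, Fasn and Acaca, the elongase Elovl6 (−1.34) and the reductase Tecr (−1.25, named after its value was seen) were past 2-fold, and Scd2 was within it at −0.10. The single higher gene was Thrsp (2.01-fold, also named after its value was seen), at low signals of 4.01 and 5.02. Genes of cholesterol efflux, transport and storage differed in both directions. Of 25 genes, 1 was higher and 2 lower by 2-fold or more (median 0.16, percentile 96.9). Lcat, which esterifies cholesterol in plasma, was higher by 1.20 and the efflux transporter gene Abca1 by 0.78, while the HDL receptor gene Scarb1 (−1.08) and the acyltransferase gene Lpcat3 (−1.06) were lower. None of 21 genes of cardiolipin synthesis and remodelling passed 2-fold (median −0.18, percentile 5.71), with Cds2 at 0.91, Triap1 at 0.70, Dnajc19 at −0.58 and Pnpla8 at 0.56. Of 32 genes for PPARs, RXRA and their targets, none passed 2-fold either (median −0.11, percentile 11.9). Ppara was the farthest upward of those with a log2 signal of at least 6, at 0.80, and Angptl4 the farthest downward, at −0.78.

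**Figure D3:**
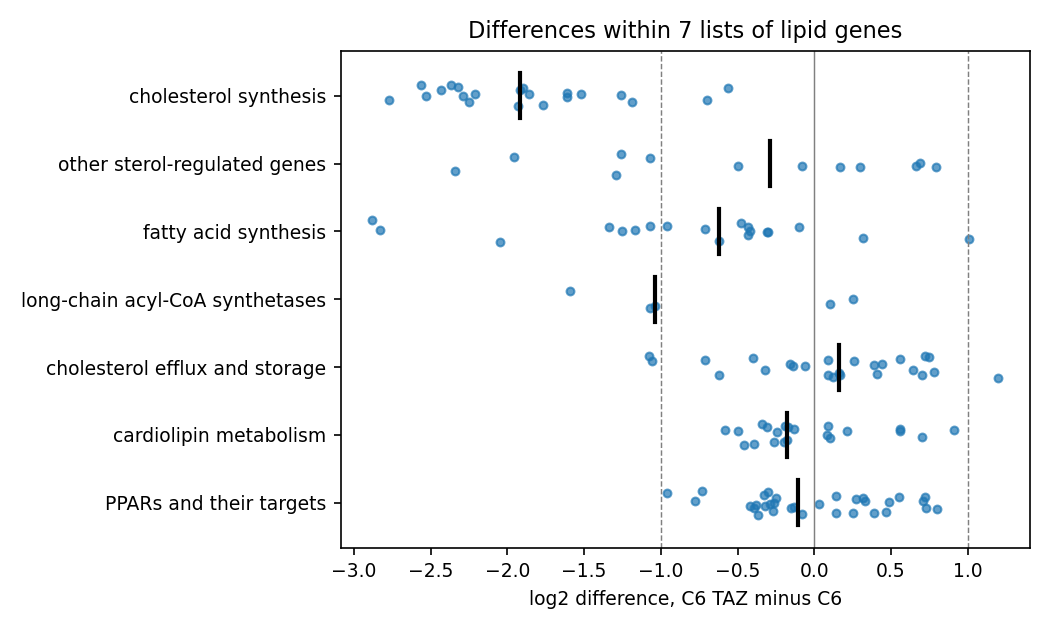
Log2 difference of C6 TAZ minus C6 (horizontal axis) for the genes of 7 lists of lipid metabolism (vertical axis), with a point per gene and a black bar at the median of each list. Dashed lines mark 2-fold. The medians lie at −1.92 for cholesterol synthesis, −0.62 for fatty acid synthesis and 0.16 for cholesterol efflux and storage.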

The top-regulated Diseases and Functions include [Carbohydrate Metabolism, Lipid Metabolism, Molecular Transport] and [Lipid Metabolism, Small Molecule Biochemistry, Vitamin and Mineral Metabolism]. Of note, Regulation of lipid metabolism/insulin regulation of fatty acid metabolism, Phospholipid metabolism, and Regulation of lipid metabolism/PPAR regulation of lipid metabolism were among the top-regulated pathways that have been identified previously by metabolomics in patients with Barth syndrome (Sandlers et al., 2016). Furthermore, clinical laboratory studies identified a unique biochemical profile specific for Barth patients and which included saturated fatty acids and docosahexaenoic acid (Vernon et al., 2014). All of these data suggest a major change in lipid metabolism in response to lack of tafazzin. Furthermore, in this study, pathways showing highest significance levels include the superpathway of cholesterol biosynthesis and several of its sideways. 14 out of 20 genes of this pathway appeared to be dysregulated in C6-TAZ cells, almost all are down-regulated. 

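Of the 20 genes of Table 3, 17 were lower by 2-fold or more in the C6 TAZ array and none was higher by 2-fold, with a median log2 difference of −1.88. The other 3 were Acat1, a mitochondrial thiolase (−0.61), Pggt1b, a subunit of a protein prenyltransferase (0.20), and Trit1, a tRNA modifying enzyme (0.25). At 3-fold, a threshold chosen after the values were seen, 14 of the 20 were lower. The study chose this table on these samples, so its direction is no evidence apart from that of the arrays themselves. The paper states that almost all of the affected genes of this pathway are down-regulated and that C6 TAZ cells hold more cholesterol than C6 cells. As a speculation, it offers a disturbed efflux or transport as the source of this accumulation, and the accumulation as part of the explanation for the lower synthesis. It names a changed availability of fatty acids as another possible contribution.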

In full accordance with a down-regulation of cholesterol biosynthesis, hypocholesterolaemia has been described in some individuals with Barth Syndrome (Vernon et al., 2014). In addition, cholesterol synthesis from palmitate has been shown to depend on CL-synthesis (Hauff et al., 2009). Moreover, plasma concentrations of VLDL-TAGs and LDL-cholesterol concentration were reduced in TAZ knock-out animals (Cole et al., 2016). This points to a compromised hepatic export of cholesterol being present in these patients. C6 TAZ cells contain higher amounts of cholesterol than wild-type C6 cells. It could be speculated that C6 TAZ cells accumulate cholesterol because the efflux is disturbed and/or HDL-based reverse cholesterol transport is not effective under *in vitro* cell culture conditions. This accumulation of cholesterol would partly explain the down-regulation of cholesterol biosynthesis. Alterations in the fatty acid availability in C6 TAZ cells might also contribute to the observed down-regulation of enzymes involved in cholesterol biosynthesis as it has been reported that e.g., oleic acid, linoleic acid inhibit cholesterol biosynthesis (Natali et al., 2007; Priore et al., 2017).

The data presented demonstrate that the full-length rat tafazzin could be functionally distinguished from the Δ5 isoform. Although they both exhibit enzymatic activity and, when re-expressed in tafazzin-knock-out cells, restored the wild-type profile of cardiolipin composition to almost the same extent, it is only the full-length variant that was able to restore the wild-type cells’ proliferation rate. This unexpected finding strongly suggests the existence of non-enzymatic functions of tafazzin. In support of this view, the Δ5 variant showed slightly different behaviour with regard to the differential gene expression that could be induced by tafazzin knock-out. This fact is reflected in the generally weaker (and, therefore, less significant) effects of the Δ5 isoform and in the differences in the regulation of DPP7 and HMGCR when compared to FL-TAZ. Of note, neither re-expression of FL-TAZ or of Δ5-TAZ in tafazzin-deficient C6 cells could reverse all the substantial changes in gene expression observed after TAZ-knock-out. The reason remains to be elucidated fully.

Both isoforms changed the cardiolipin profile from knock-out to normal. It could be speculated that additional mechanisms exist which provoke longer-lasting or persistent changes in gene expression or proliferation. Accumulating evidence links lipid metabolism, and phospholipid metabolism in particular, to regulation of gene expression. Effects could be mediated by epigenetic regulation, by direct effects of lipid-sensing transcription factors (e.g., PGC1A, FXR) or by altered ROS production due to metabolic (mitochondrial) activity (Ferrari et al., 2012; Musille et al., 2013; Silva-Martinez et al., 2016; Chowdhury et al., 2018). Epigenetic regulation might well contribute to incomplete restoration of gene expression despite of the fact that CL-composition is fully restored. This remains, however, to be investigated in future studies. In this context, it seems worth mentioning that HoxA5, a transcription factor the binding sites of which have been found here enriched in up-regulated genes after tafazzin knock-out by means of TF binding site analysis, has been shown to increase DNA methylation in primary adipocytes (Cao et al., 2018).

Supporting the view that indeed epigenetic regulation contributes to differential gene expression observed after knock-out of tafazzin and its long-lasting retention in spite of tafazzin re-expression, the percentage of senescent cells is significantly elevated in C6-TAZ cells, compared to C6 wild-type cells. Recent data demonstrates that cellular senescence is accompanied by epigenetic and chromatin remodelling (Wiley et al., 2016; Nacarelli et al., 2017). Mechanistically, different cellular stressors have been shown to provoke senescence, including oxidative and metabolic stress (Campisi, 2013; Wiley et al., 2016; Nacarelli et al., 2017). How certain individual lipids regulate senescence and how senescence changes the cellular lipidome has been excellently reviewed recently (Hamsanathan and Gurkar, 2022). Oxidized lipids particularly promote the development of cellular senescence (Hamsanathan and Gurkar, 2022). Higher amounts of oxidised CL, used here as a representative marker for lipid oxidation, were detected in C6-TAZ cells. The fact that amounts of oxCL were normalised to a greater extent by re-expressing full length TAZ rather than by re-expressing Δ5 TAZ is in full accordance with the slightly different ability of the isoforms to restore cellular proliferation and gene expression.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found on the Gene Expression Omnibus (GEO) of NCBI with the accession record GSE207004. This includes the raw data from the microarray as well as the processed matrix.

# Supplementary material for: Re-Expression of Tafazzin Isoforms in TAZ-Deficient C6 Glioma Cells Restores Cardiolipin Composition but Not Proliferation Rate and Alterations in Gene Expression
**Source:** Front Genet. 2022 Jul 25;13:931017. doi: 10.3389/fgene.2022.931017
**Supplement:** Supplementary file 1

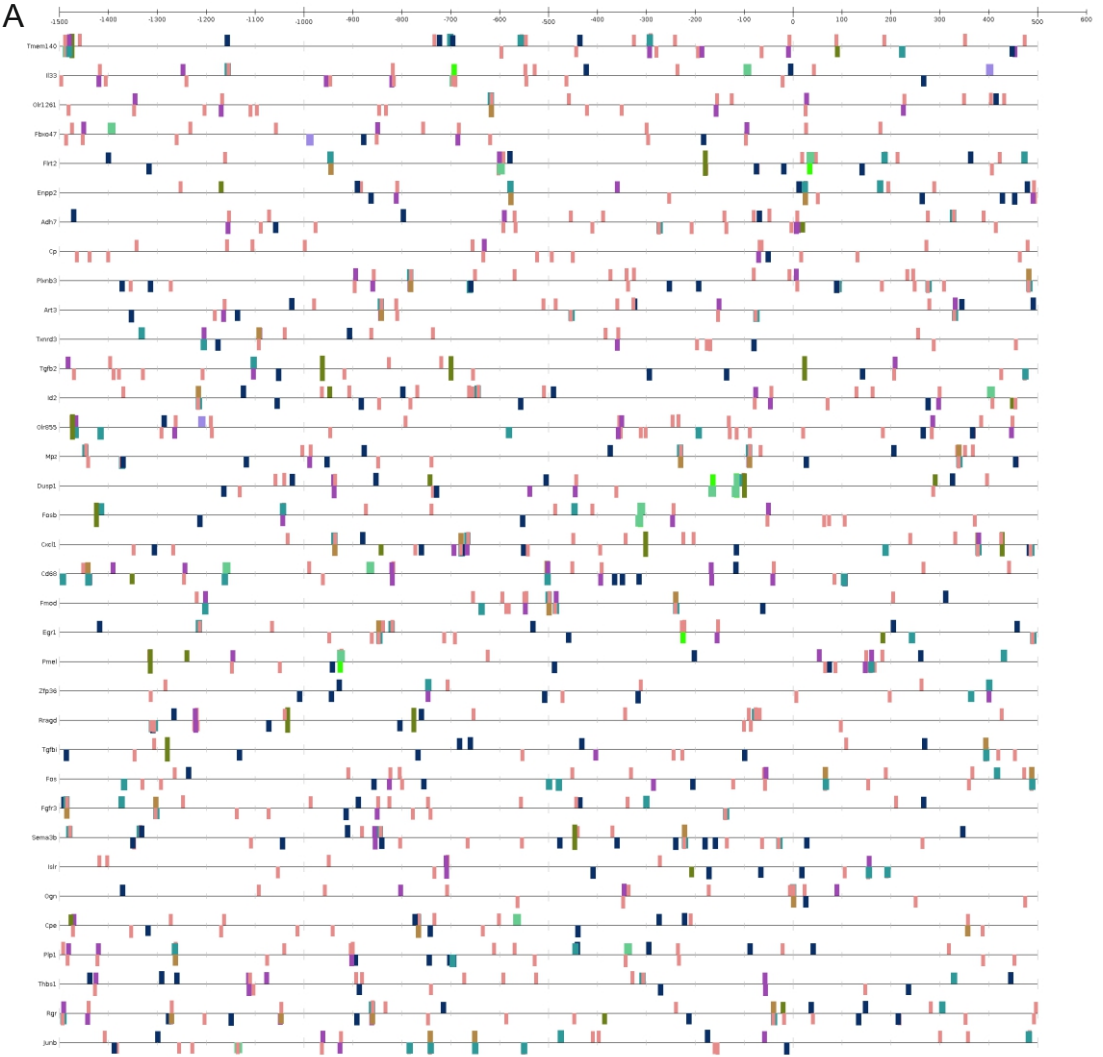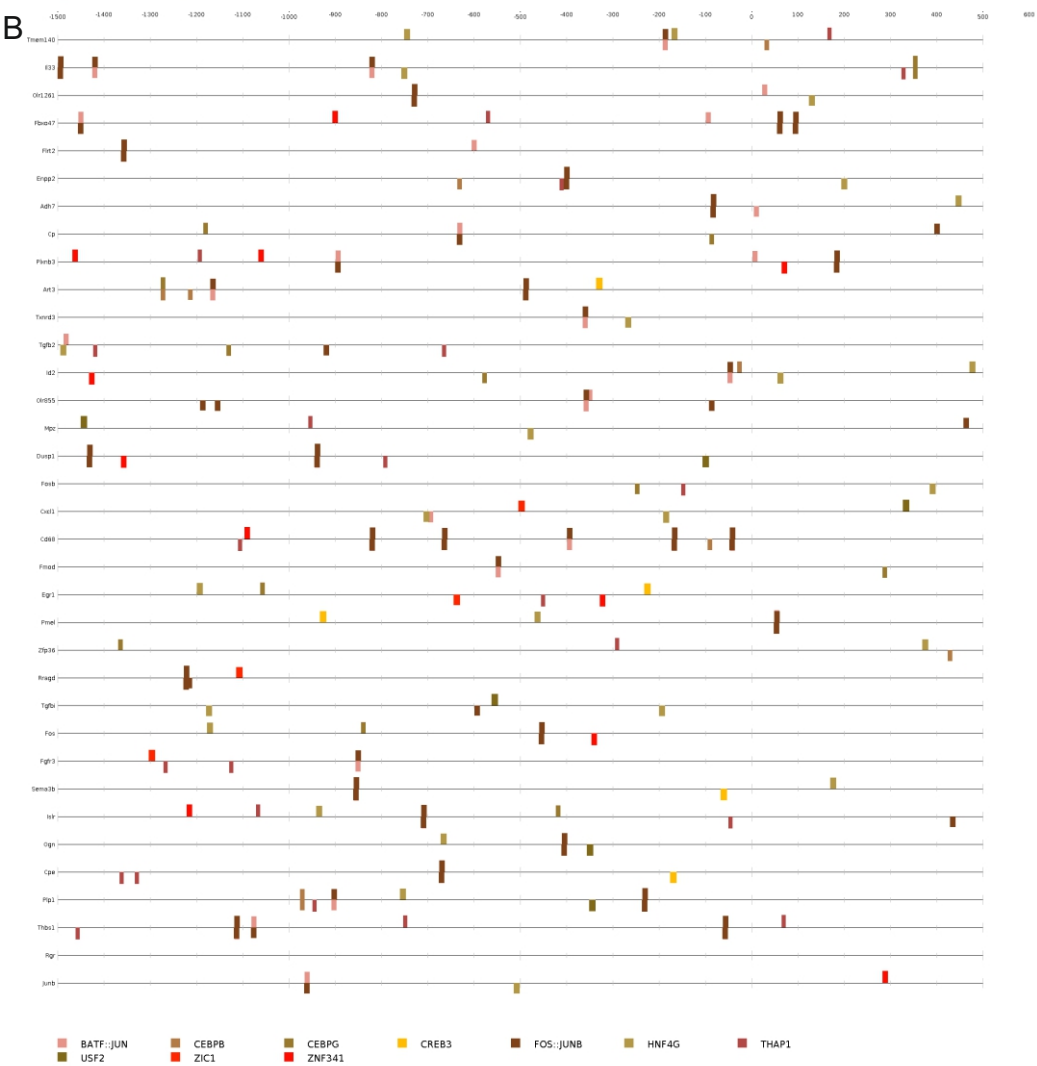

Figure S2: Shown are **A)** the 4fold upregulated gene sequences of 1,500 nt upstream and 500 nt downstream and the occurrence of most enriched TF binding sites and **B)** unspecific enriched TF binding profiles in the upregulated gene lists using the background genelist (foldchange between -1 and +1).

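On the arrays, 41 of the 42 transcript clusters higher by 4-fold or more in C6 TAZ were protein-coding. Of all 23188 clusters, 21848 are protein-coding and 1415 are olfactory or vomeronasal receptor clusters. Of the 42, 38 had a log2 signal of at least 6 in one of the arrays, and 2 were olfactory or vomeronasal receptor genes. Genes of this set include Fmod, Tgfbi, Fos and Junb.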

# Supplementary material for: Re-Expression of Tafazzin Isoforms in TAZ-Deficient C6 Glioma Cells Restores Cardiolipin Composition but Not Proliferation Rate and Alterations in Gene Expression
**Source:** Front Genet. 2022 Jul 25;13:931017. doi: 10.3389/fgene.2022.931017
**Supplement:** Supplementary file 2

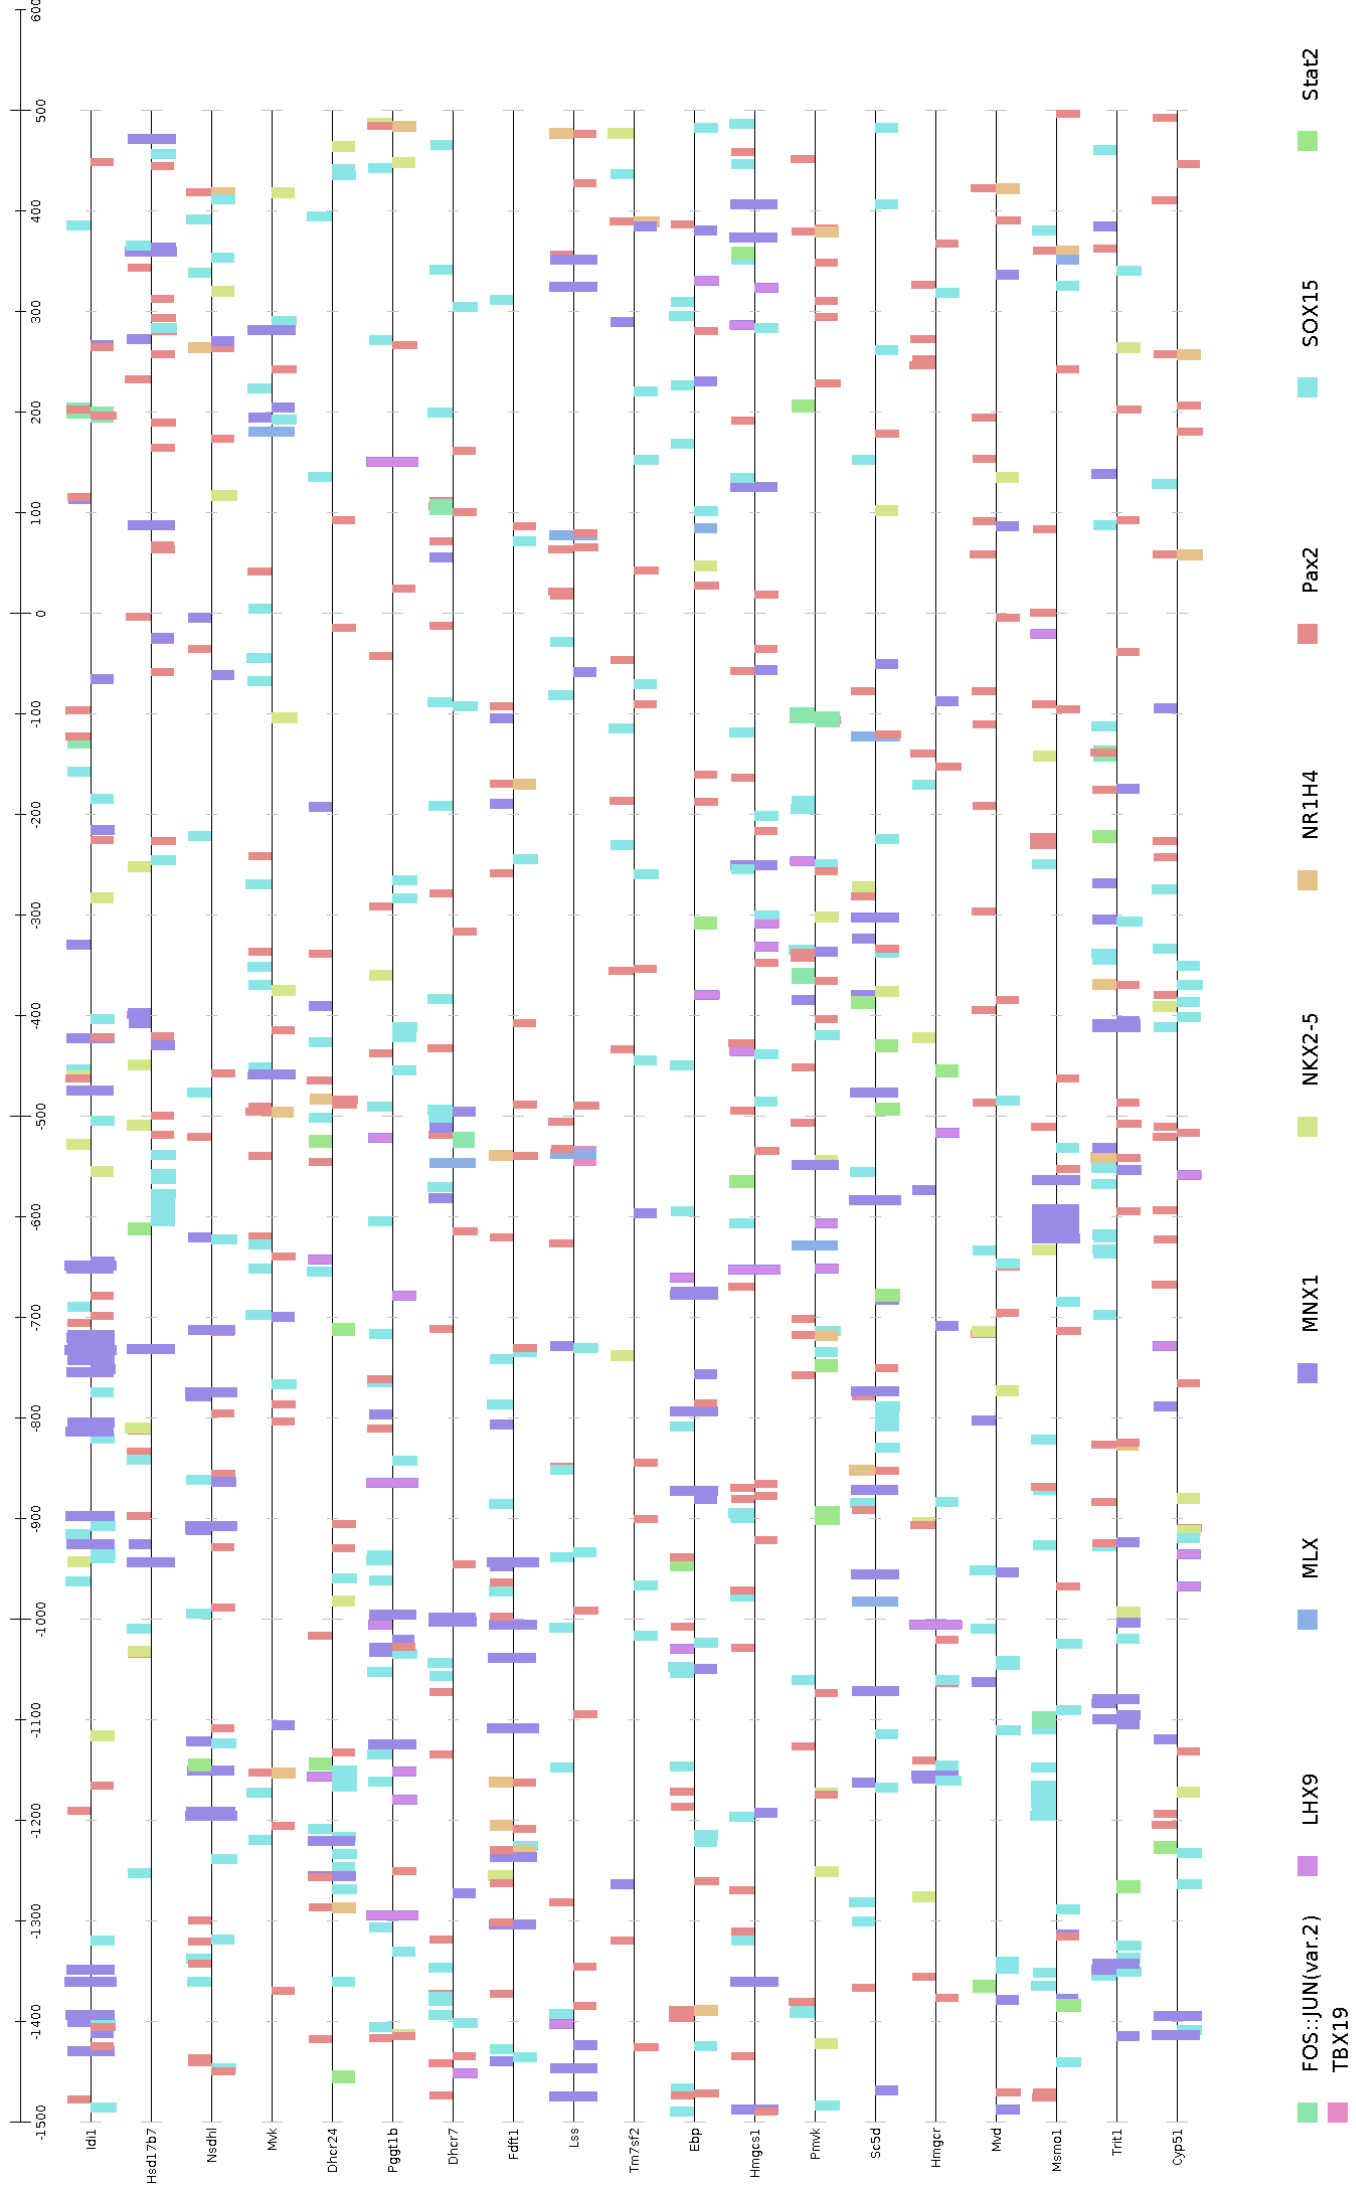

Figure S4: The related sequences to the Cholesterol pathway and their 1,500 nt upstream and 500 nt downstream sequences are visualized with the position and occurrence of TF binding sites (Top enriched TFs represented in different colors).

# Supplementary material for: Re-Expression of Tafazzin Isoforms in TAZ-Deficient C6 Glioma Cells Restores Cardiolipin Composition but Not Proliferation Rate and Alterations in Gene Expression
**Source:** Front Genet. 2022 Jul 25;13:931017. doi: 10.3389/fgene.2022.931017
**Supplement:** Supplementary file 3

Figure S3: Super-pathway of Cholesterol biosynthesis

# Supplementary material for: Re-Expression of Tafazzin Isoforms in TAZ-Deficient C6 Glioma Cells Restores Cardiolipin Composition but Not Proliferation Rate and Alterations in Gene Expression
**Source:** Front Genet. 2022 Jul 25;13:931017. doi: 10.3389/fgene.2022.931017
**Supplement:** Supplementary file 4

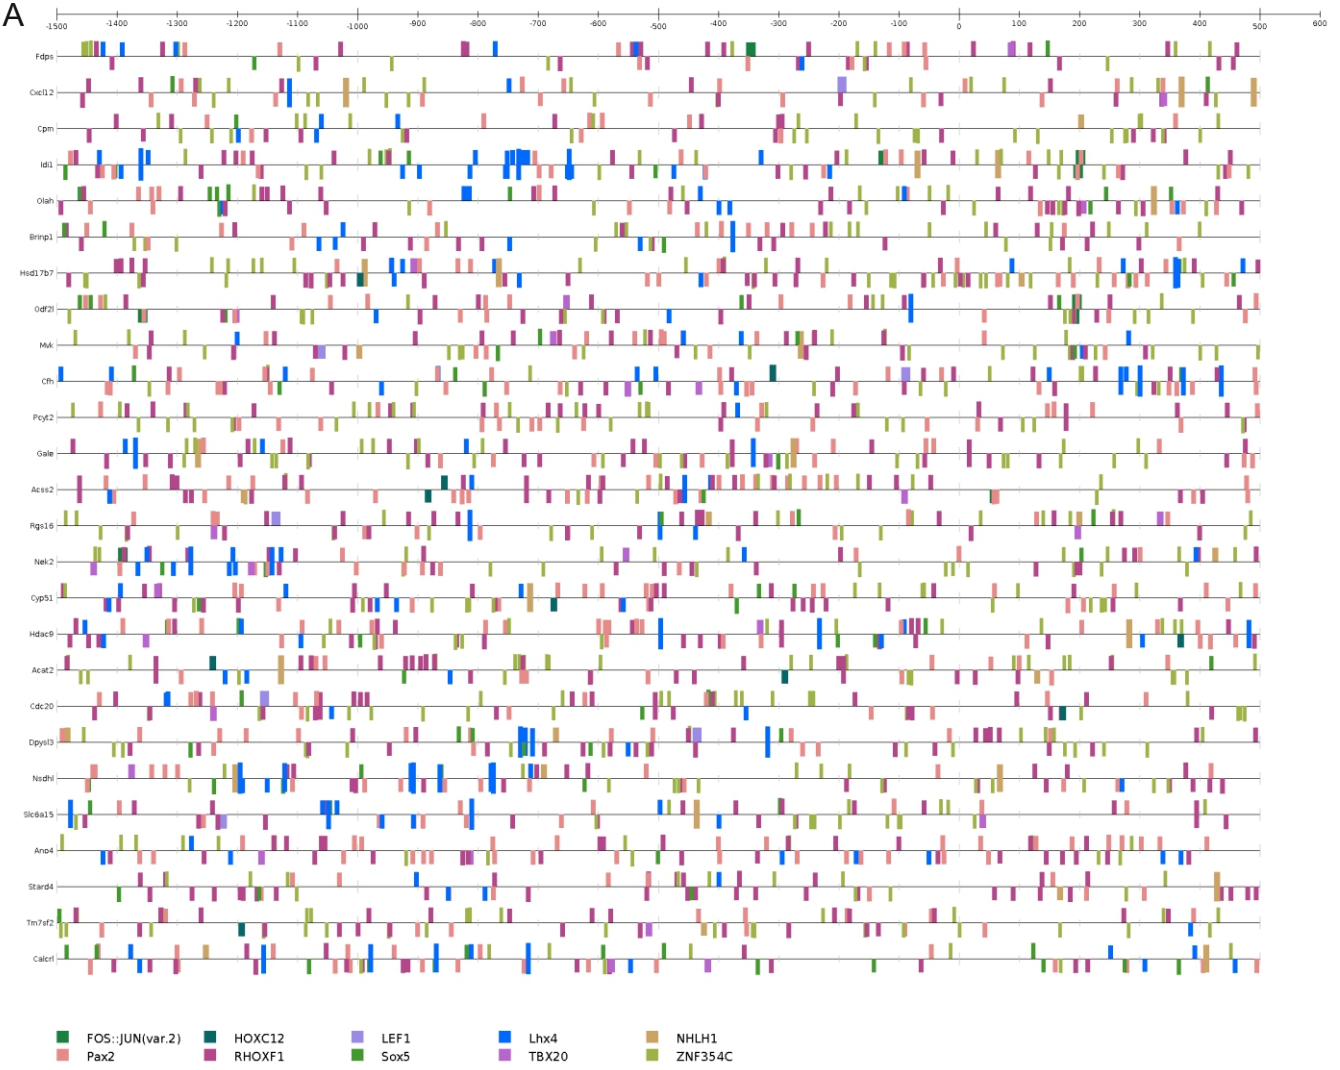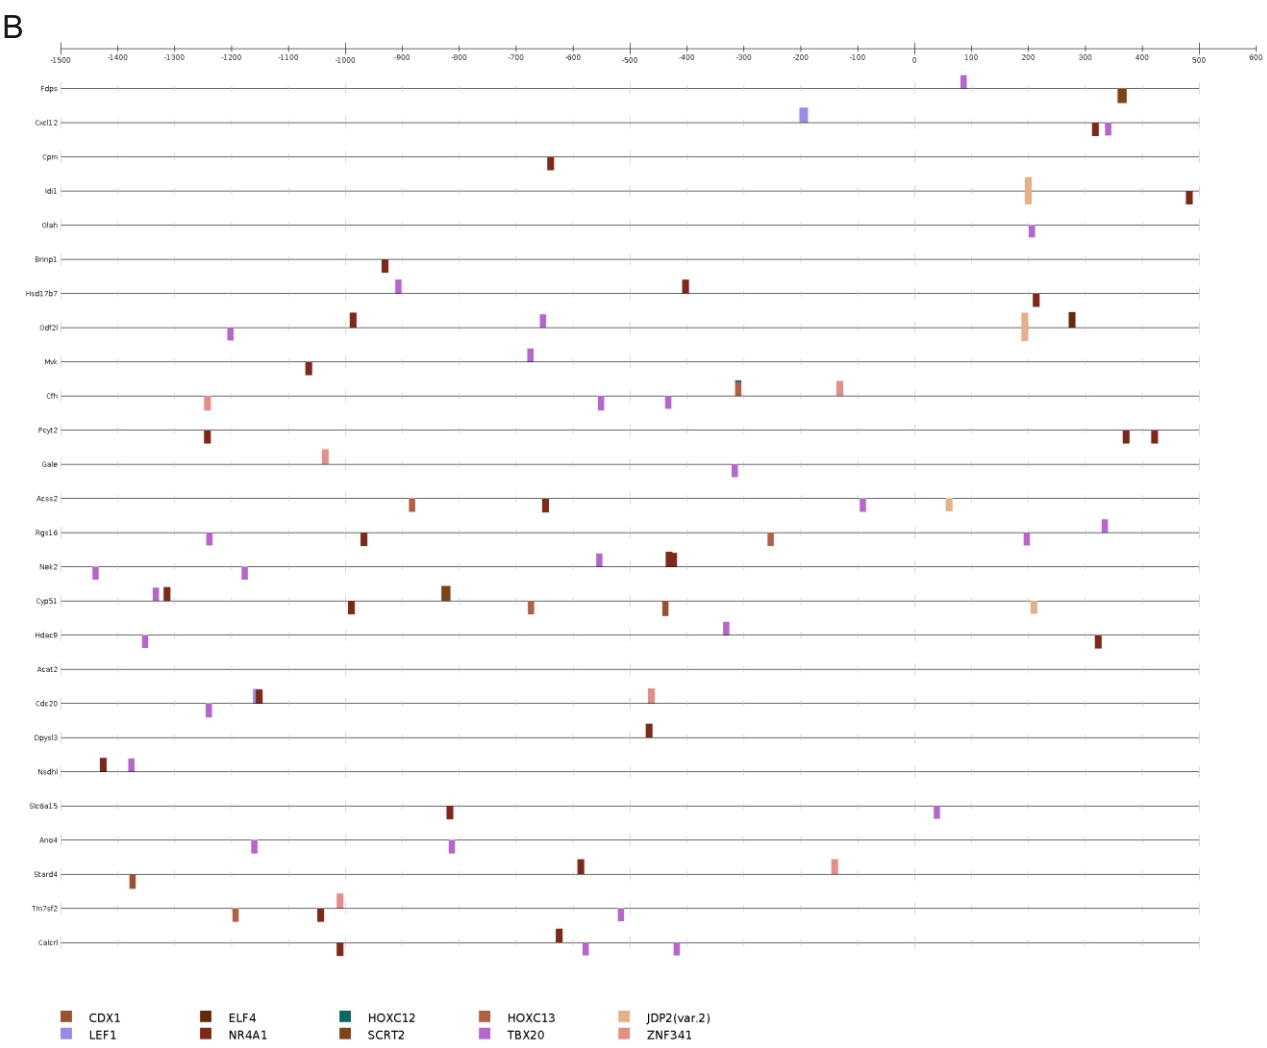

Figure S1: Represented are the TF binding sites within the 1,500 nt upstream and 500 nt downstream sequences of 4 fold downregulated genes from the microarray expression analysis. **A)** The 4fold downregulated genes and the occurrence of most enriched TF binding sites are shown. **B)** Unspecific TF binding profiles in the downregulated gene lists were identified using a background genelist consisting of the non-affected genes in the microarray expression analysis (foldchange between -1 and +1).

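The 31 transcript clusters lower by 4-fold or more in C6 TAZ were all protein-coding, as are 21848 of all 23188 clusters. Of the 31, 30 had a log2 signal of at least 6 in one of the arrays. None of the 31 was among the 1415 olfactory and vomeronasal receptor clusters. Acss2, Olah, Mvk, Hsd17b7, Fdps, Cpm and Nek2 are among the 31.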

How the deposited data were processed for this re-analysis (not part of the article)

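The data are 2 Affymetrix Clariom S rat arrays, 1 for wild-type C6 cells and 1 for tafazzin-deficient C6 TAZ cells. Each was hybridised with RNA pooled from 3 cultures, so that the spread between cultures is averaged within a pool and is not measured. No test between conditions was made and no p-value, SD between samples or confidence interval is given. The number of arrays limits the precision, and no measure of background or detection was used here.

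The authors deposited log2 signals per transcript cluster for both arrays, which their notes link to Affymetrix Expression Console. The annotation of the clusters is for the rn6 build of the rat genome. How probes were summarized and how the arrays were normalized is not given in the sources used here. The authors' deposited table also holds a score, a linear fold change of C6 TAZ over C6 that is written as a negative number where C6 TAZ is lower. The paper's methods name a one-way analysis of variance with adjustment for multiple testing and a 1.5-fold threshold, while its results use 2-fold and 4-fold. An analysis of variance cannot be repeated with 1 array per condition. A second sheet of peptidases picked by the authors was not used for values, since the same clusters are in the sheet of all clusters.

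The log2 signals come in a workbook with columns named for the conditions and in a table with a column per sample. Before the data were examined, the latter had been chosen as the source. Its columns turned out to be exchanged against the workbook, and the workbook was used because the signals that the paper prints in Table 3 for C6 and C6 TAZ stand there under the same names. Tafazzin does not decide between them, since its probes need not lie in the deleted part of the gene.

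For each of the 23188 clusters the log2 difference of C6 TAZ minus C6 was taken from the deposited log2 signals, rounded to 2 decimals, and counted as past a fold at that fold or more. A cluster has a fold change of 1 or −1 where this difference leaves the fold at 1.00. Of the clusters, 21502 carry 1 gene symbol, 1673 several and 13 none. A gene was read from the clusters that carry its symbol alone, or from a shared cluster where no other exists, and several clusters were averaged. The text says where clusters of a named gene differ by over 1 on the log2 scale. Symbols were set against a RefSeq gene table of the GRCr8 assembly, which was used for names and for the order of genes only, since the arrays are annotated on another build. Of 189 named genes, 184 matched it, and 3 list genes were found through its synonyms (Scd, Slmo2 and Znf354c). Rhoxf1 has no cluster under that name and is not analysed here.

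The genes named in the text are those the paper names, the 15 genes farthest upward and the 15 farthest downward among protein-coding clusters with 1 proper symbol and a log2 signal of at least 6 in one array, and in each gene list up to 4 members with the largest difference at that signal, with the largest member going the other way. Some genes under this rule are not reported here. Values in the paper's tables and in the part of its supplementary table at hand were seen before this rule was written. There were 34 gene lists, 31 written out by hand and 3 taken by symbol pattern. They cover cholesterol synthesis and other sterol-regulated genes, fatty acid synthesis, acyl-CoA synthetases, cholesterol efflux and storage, cardiolipin metabolism, PPAR targets and oxylipin enzymes. They also cover myelinating glia, astrocytes, neurons, microglia, fibroblasts, endothelium, extracellular matrix, immediate-early genes, the senescence-associated secretory phenotype, cell cycle, respiratory chain, integrated stress response, unfolded protein response, antioxidant genes, hypoxia and glycolysis, lysosome, interferon-stimulated genes, histones, ribosomal proteins and receptors of the nose. The rest are lists the paper chose (Table 3, its RT-qPCR targets, its upstream targets and regulators, its binding site factors and its peptidases). For each list the text gives the members past 2-fold and the median difference. For 29 lists it also gives the percentile of the median among 10000 random lists of the same size, drawn from 50 bins of mean signal with a fixed seed. Table 3, the RT-qPCR targets, the upstream targets, the peptidases and the binding site factors have no percentile.

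The alternatives set before the data were examined were centring on the median of all clusters, quantile normalization, centring on ribosomal protein genes, a minimum log2 signal of 6 or 8, 1 value per gene symbol, protein-coding clusters alone, the deposited fold changes, a 1.5-fold threshold, the brightest cluster per gene, and the mean in place of the median of a list. The names of the per-sample table, a wider window around a fold change of 1, other folds for Table 3, its signals from the brightest cluster, rescaled counts for some lists and a split of clusters by mean signal were added later. The SD of 0.48 among receptor clusters served as the yardstick for a difference that moved.

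The steps were tested on simulated differences set on the mean signals of these 23188 clusters. The noise for the lists was drawn independently for each cluster and did not depend on signal, so genes that vary together were not simulated. Of 100 random lists without a shift, 91 lay in the central 95% of the percentiles, where 95 are expected, and 100 of 100 lists shifted by 0.5 lay above percentile 99.5. All 190 clusters planted past 2-fold and all 50 planted past 4-fold were recovered. They were planted without noise, so this checks the counting step only. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. No reference genome was used here.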

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

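The tests of explanations in this part were all chosen after the results were seen. With 1 array per condition they describe these arrays, and a difference between the knock-out and the state of the cultures or the choice of a single line was not tested.

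Several gene lists that the paper does not discuss as groups had an extreme median log2 difference. Each of these medians lay below or above all but 0.5% of the random lists of the same size and signal. The paper names some of the members, among them FOS, JUNB, DPP7 and NEK2. It also reports lower proliferation of C6 TAZ cells and cites earlier work on their impaired mitochondrial respiration. Immediate-early genes had a median of 0.67 (percentile 100), and that list was written after 6 of its members had been seen in the authors' table. The median of 41 cell cycle genes was −0.86 (percentile 0), with Nek2 seen beforehand in Table 2. Of the 58 nuclear genes of the respiratory chain and ATP synthase, the median was −0.29 (percentile 0). Targets of the integrated stress response had a median of −0.35 (percentile 0.03). Lysosomal genes had one of 0.76 (percentile 100), and this list too was written after some members, Tpp1, Dpp7 and Scarb2, had been seen. For 38 histone genes the median was −0.46 (percentile 0), at clusters that other histone genes often share and with the clusters of Hist1h2bh, a member seen beforehand, apart by 2.74.

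The lower signals of the genes of cholesterol synthesis in the C6 TAZ array were set against 3 technical explanations. Scaling between the arrays would lower genes of the same signal alike, but 95% of the random lists matched on signal had medians from −0.23 to 0.16, against −1.92 for this list. Loss of chromosome segments would lower neighbouring genes too, but the 420 nearest measured neighbours of the 21 genes, which lie on 14 chromosomes, had a median of −0.01. Exchanged sample labels would make the arrays run opposite to the paper's RT-qPCR, but 13 of 14 genes, most of them chosen by the study on these samples, ran in the same direction with both quartiles on that side of 1, among them all 4 that belong to this list. A response of the cells to the knock-out remains as a hypothesis that 1 array per condition cannot test.

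Myelin and matrix genes higher by over 10-fold in the C6 TAZ array, such as Fmod and Tgfbi, may come from other cells in the culture. Fibroblasts among the C6 TAZ cells would bring their abundant transcripts, but 0 of the 7 fibroblast markers with a log2 signal under 8 in C6 were higher by 2-fold, with Col1a1 at 6.08 and 6.23 and Dcn at 5.60 and 5.76. Col3a1, just above that signal, was higher by 1.23. Myelinating glia among the C6 TAZ cells would raise most of their markers, but 2 of the 16 such markers were higher by 2-fold, among them Gjb1, with Mbp at 3.19 and 3.63. A difference within the C6 TAZ cells themselves, whether from the knock-out or from the line, stays open.

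Of the transcript clusters past 2-fold, 26.0% had a log2 signal under 6 in both arrays. Measurement noise at low signal is a candidate explanation for these. Among clusters under a log2 signal of 6, 2.38% of those that are not receptor genes of the nose were past 2-fold, against 3.99% of the receptor clusters, so that the dim clusters past 2-fold were no more frequent than among genes that these cells are not expected to express. Split by the mean signal of both arrays, which the size of a difference does not decide, the shares under 6 were 3.04% and 4.48%, and the share from 6 outside the receptors was 5.52%. Which of the dim clusters differ between the cells was not tested.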

How the results depend on the processing

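No paired analysis was possible because there is 1 array per condition, and for the same reason no replicate could be left out. The results were recomputed under the alternatives set before the data were examined, and the names of the per-sample table, the window around a fold change of 1, the other folds for Table 3 and rescaled counts for some lists were chosen after seeing the data. Of the 37 counts under the former, 32 stayed within 1.5 times. Of the 204 list medians, 201 moved by less than the SD of the receptor clusters, as did all 567 values of named genes, which the 3 scalings moved by at most 0.07. That SD is a spread of single clusters and a coarse yardstick for a median. With the mean in place of the median, myelinating glia went from 0.21 to 0.52, astrocytes from 0.05 to 0.34 and extracellular matrix from 0.10 to 0.38, and microglia turned from −0.10 to 0.04. The 2-fold counts of 543 and 487 became 308 and 242 with a log2 signal of at least 8, where fewer clusters are counted, and 2289 and 2099 at 1.5-fold. The 269 clusters with a fold change of 1 or −1 became 131 at a log2 signal of at least 6, where fewer clusters are counted, and 986 in a window wider by the last decimal of the fold changes in the authors' deposited table. With genes under a log2 signal of 6 left out, the median of the other sterol-regulated genes went from −0.29 to −1.07, since dim members near 0 or above were dropped. By their means, the RT-qPCR targets went from −0.80 to −0.12 and the peptidases from −0.54 to 0.10, and both lists hold large differences of either sign. Except where the construction shows it, the cause was not tested. With the names of the per-sample table, the median of cholesterol synthesis turned from −1.92 to 1.92 and tafazzin from −0.50 to 0.50, as does every sign by construction. The share of higher among the clusters past 2-fold was 52.7%, and between 50.1% and 56.6% under the scalings. Among the receptor clusters under a log2 signal of 6, which these cells are not expected to express, 3.99% passed 2-fold.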

Differences from the paper's values

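The paper gives 995 genes between a fold change of 1 and −1 as background for its binding site analysis, and 269 transcript clusters had a fold change of 1 or −1 here. None of the 3 alternatives set for this count before the data were examined closes the gap, with 230 under median centring, 263 under quantile normalization and 131 at a log2 signal of at least 6. In the authors' deposited table 360 clusters have such a fold change. A window wider by the last decimal of the fold changes in that table, chosen after the values were seen, holds 986 clusters. The paper's text does not name the genes of this set, so how many of them the window drops was not counted.

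For 8 of 13 genes that the paper measured by RT-qPCR and that are compared here, its median of C6 TAZ relative to C6 and the ratio on the arrays differ by more than 1.5 times and by more than the paper's error, taken as the distance from its median to its quartile on the side of the array ratio. RT-qPCR is another assay, and the arrays have no spread of their own. The paper's value is 69.74 for Pparg, and the array ratio is 1.31, at low array signals of 4.56 and 4.95. The paper's value is 1.97 for Cxcl1 and 1.44 for Dpp7, and the array ratios are 6.87 and 3.66. Its value is 0.065 for Cpm, 0.45 for Mvk and 0.57 for Sc5d, and the array ratios are 0.163, 0.170 and 0.276. For Cpm the signal in the C6 TAZ array was low, at 5.40. For Il6 the paper's value is 3.60 and the array ratio 1.77. For Il1a the paper's value is 1.34 and the array ratio 0.864, on opposite sides of 1, at low array signals of 4.67 and 4.46. Neither value settles a direction. The paper's increase did not pass its own limit of significance. The array difference of −0.21 was smaller than the SD of 0.47 among receptor clusters under a log2 signal of 6. The 3 scalings set before the data were examined leave 7 of these differences in place. For Cpm the difference stays under ribosomal protein centring, while median centring and quantile normalization bring the ratio within the paper's quartile.

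The fold changes of the 30 genes in Table 2 and the fold changes and signals of the 20 genes in Table 3 differed from those computed here by no more than the SD of the receptor clusters on the log2 scale, except for the signals of Lss. The paper gives 12.36 in C6 and 10.52 in C6 TAZ for Lss, and the mean of its 2 clusters here was 11.02 and 9.12. The 3 scalings leave this difference in place, and the brighter of the clusters, taken alone after the values were seen, has the paper's signals. The counts past 2-fold from the log2 signals were 543 and 487, and the fold changes of the authors' deposited table give 542 and 484, which are the paper's numbers. Of the 20 genes in Table 3, 17 were lower by 2-fold or more, against the paper's 14, for which it states no threshold. At 1.5-fold, the threshold in the paper's methods, 18 were lower, and a 3-fold threshold chosen after the values were seen gives 14. The 3-fold threshold drops 3 of the 17 genes past 2-fold.

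The paper states that the transcripts of HOXA5, Pax2 and JUN::JUNB did not differ between the cells. Junb had a log2 difference of 2.66 on the arrays, while Jun (−0.07), Pax2 (0.07) and Hoxa5 (−0.23) had small differences. Among the genes that the paper describes as past 2-fold on the array, Pparg had a difference of 0.39 and Crls1 one of −0.34, while the other 10 of the 12 RT-qPCR targets were past 2-fold in the paper's direction. The paper's text names ACSL5 among the targets with lower expression, where its figure legend has ACSL4. Acsl5 had a difference of 0.10 and Acsl4 one of −1.07, and the other targets were lower as the paper states.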

Other observations

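Genes of the lysosome had higher signals in the C6 TAZ array. Of 41 lysosomal genes, 13 were higher by 2-fold or more and none was lower, with 37 above 0. The dipeptidase Dpp7 was higher by 1.87, the peptidase Tpp1 by 1.81, the protective protein Ctsa by 1.65 and the heparan sulfate degrading enzyme Naglu by 1.61, while the lipase Lipa was at −0.16. Cell cycle genes had lower signals, with 13 of 41 lower by 2-fold or more and none higher. Nek2 and Cdc20, which act in mitosis, were followed by Ccnb2 (−1.44) and Cenpe (−1.42), and Tyms was at 0.38. Split after the values were seen, 23 genes of G2 and mitosis had a median of −1.02 with 13 past 2-fold, and 16 genes of G1 and S phase one of −0.30 with none past 2-fold. None of the 58 genes of the respiratory chain passed 2-fold, but 47 were below 0, with Uqcrc1 at −0.87 and Atp5a1 at −0.80 and Ndufa10 at 0.49. Of 26 targets of the integrated stress response, 2 were lower by 2-fold or more, Pck2 and Cth (−1.26), and the serine synthesis genes Psph (−0.94) and Phgdh (−0.78) were lower too, while Ppp1r15a was at 0.50. Of 38 histone genes 3 were lower by 2-fold or more and none higher, with Hist2h2ab at −1.45 and Hist1h1d at −1.10.

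The paper reports more senescent C6 TAZ cells and RT-qPCR of secreted factors. On the arrays, 3 of 38 genes of senescence and its secretory phenotype were higher by 2-fold or more and none was lower (median 0.25, percentile 99.9). Cxcl1 was one of these and Csf2 (1.13), at low signals of 4.26 and 5.39, another, and the third was Cxcl2 (1.02), named after its value was seen. Il6 was at 0.82, Timp2 at 0.68, the cell cycle inhibitor Cdkn1a at 0.65 and Cdkn2b at −0.61. Of 22 antioxidant genes, Osgin1 (1.52) was past 2-fold, with Srxn1 at 0.98, Gpx1 at 0.92, Hmox1 at 0.74 and Gsr at −0.63 (median 0.19, percentile 99.4). Of 25 enzymes of arachidonic acid and oxylipins, whose products the paper measured, Ptgs1 (−1.15) was lower and Ptgds (1.09) higher by 2-fold or more (median 0.13, percentile 91.9). The epoxide hydrolase Ephx2, which degrades epoxides of arachidonic acid, was at 0.60.

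No gene of 17 of the unfolded protein response passed 2-fold (median −0.02, percentile 61.7), with Dnajb9 at 0.83 and Sdf2l1 at −0.56. Nor did any of 27 genes of hypoxia and glycolysis (median −0.17, percentile 3.80), with Slc2a1 at −0.98, Pfkfb4 at −0.89, Pfkfb3 at 0.80 and Hif1a at −0.26. Of 18 interferon-stimulated genes, Rsad2 (1.36) was higher by 2-fold or more and none was lower (median 0.18, percentile 91.6), with Ifih1 at 0.72 and Ddx58 at −0.72. Of 18 peptidase genes that the study picked on these samples, 7 were higher and 5 lower by 2-fold or more, with a median of −0.54 and a mean of 0.10, which differ in sign.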
